# Suppression of histone deacetylation promotes the differentiation of human pluripotent stem cells towards neural progenitor cells

**DOI:** 10.1186/s12915-014-0095-z

**Published:** 2014-11-19

**Authors:** Juan Yang, Yu Tang, Hui Liu, Fang Guo, Jun Ni, Weidong Le

**Keywords:** Histone deacetylation, Histone deacetylase inhibitors, Neuroectodermal specification, Neural progenitor cells, Human pluripotent stem cells

## Abstract

**Background:**

Emerging studies of human pluripotent stem cells (hPSCs) raise new prospects for neurodegenerative disease modeling and cell replacement therapies. Therefore, understanding the mechanisms underlying the commitment of neural progenitor cells (NPCs) is important for the application of hPSCs in neurodegenerative disease therapies. It has been reported that epigenetic modifications of histones play important roles in neural differentiation, but the exact mechanisms in regulating hPSC differentiation towards NPCs are not fully elucidated.

**Results:**

We demonstrated that suppression of histone deacetylases (HDACs) promoted the differentiation of hPSCs towards NPCs. Application of HDAC inhibitors (HDACi) increased the expression of neuroectodermal markers and enhanced the neuroectodermal specification once neural differentiation was initiated, thereby leading to more NPC generation. Similarly, the transcriptome analysis showed that HDACi increased the expression levels of ectodermal markers and triggered the NPC differentiation related pathways, while decreasing the expression levels of endodermal and mesodermal markers. Furthermore, we documented that HDAC3 but not HDAC1 or HDAC2 was the critical regulator participating in NPC differentiation, and knockdown of HDAC3′s cofactor SMRT exhibited a similar effect as HDAC3 on NPC generation.

**Conclusions:**

Our study reveals that HDACs, especially HDAC3, negatively regulate the differentiation of hPSCs towards NPCs at an earlier stage of neural differentiation. Moreover, HDAC3 might function by forming a repressor complex with its cofactor SMRT during this process. Thus, our findings uncover an important epigenetic mechanism of HDAC3 in the differentiation of hPSCs towards NPCs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-014-0095-z) contains supplementary material, which is available to authorized users.

## Background

Human pluripotent stem cells (hPSCs) including human embryonic stem cells (hESCs) and human induced pluripotent stem cells (hiPSCs) possess the potential to differentiate into all cell types of three germ layers, which raises new prospects for disease modeling, molecular mechanism finding and cell-replacement therapies of neurodegenerative diseases that have a very complex nature of pathogenesis involving both neurons and glial cells [1-4]. The major challenge is how to efficiently generate renewable neural progenitor cells (NPCs), which can be further differentiated into neurons, astrocytes or oligodendrocytes under different conditions, for the study of cell-autonomous or non-cell-autonomous effects on disease development and cell replacement therapy [5,6]. Therefore, exploring the mechanisms underlying NPC commitment during neural differentiation will be of great importance.

It has been reported that multiple signaling pathways are involved in neural induction from hPSCs. The retinoic acid (RA) signaling pathway works synergistically with sonic hedgehog (SHH) and bone morphogenetic proteins (BMPs) as well as fibroblast growth factors (FGFs) signaling pathways to determine the extending and dorso-ventral patterning of neural tubes during early embryonic development [7]. RA is a critical morphogen for the generation of NPCs [8,9]. In addition, specification of ectoderm into neural cells and epidermal cells is directed by Wnt, BMP and FGF pathways [10-12]. Blocking the BMP/SMAD signaling pathway with small molecules up-regulates the expression of neural transcription factors, such as SOX2, PAX6 and NESTIN, and, therefore, facilitates NPC generation from hPSCs [13]. Moreover, FGF2 can antagonize BMP signaling to stabilize neural identity during early neural specification [14].

Generally, neural differentiation of hPSCs consists of two major processes: NPC generation from hPSCs and final neuronal or glial conversion from the NPCs. Epigenetic modifications of DNA and histones play important roles in the transcriptional regulation of neural cell fate-specific genes [15,16]. Among those epigenetic processes, histone deacetylases (HDACs) participate in neural differentiation by modifying histone acetylation/deacetylation levels. It has been reported that HDAC inhibitors (HDACi) such as valproic acid (VPA), sodium butyrate (NaB) and trichostatin A (TSA) can promote neuronal differentiation of NSCs/NPCs isolated from adult mouse brain, while suppressing their differentiation into oligodendrocytes and astrocytes [17-19]. However, there is a somewhat controversial report showing that deletion of the histone acetyltransferase (HAT) cofactor transformation/transcription domain-associated protein (*Trrap*) can improve the differentiation of NPCs into neurons in mice [20], implying that disruption of the HAT recruitment can also enhance neuronal differentiation. Thus, the mechanisms by which histone acetylation or deacetylation affects neural differentiation might be complicated. Moreover, those studies mainly demonstrate that the process of neuron or glial cell specification from NPCs, which is the latter process of neural differentiation, can be modulated by HDACs. However, the potential roles of HDACs in the early stage of neural differentiation in mediating hPSC differentiation towards NPCs have yet to be determined.

Here we report that suppression of HDACs remarkably enhances the generation of NPCs. We find that HDACi, such as NaB and mocetinostat (MGCD0103, MGCD), can promote neuroectodermal specification once the neural differentiation is initiated. Furthermore, we document that HDAC3 might negatively regulate NPC commitment by forming a repressor complex with its cofactor SMRT (also known as nuclear receptor corepressor 2, NCOR2); knocking down of HDAC3 or SMRT in hPSCs exhibits similar effects on the generation of NPCs. Collectively, our studies uncover an important epigenetic mechanism of HDAC3 modification in the differentiation of hPSCs towards NPCs, which may facilitate the establishment of an optimized strategy of NPC generation from hPSCs for basic science and application research.

## Results

### HDACi promote the generation of NPCs

The H9 hESC line used in our study was in an undifferentiated state. This cell line expressed pluripotent markers SOX2 and OCT4 but not NPC markers NESTIN or PAX6 (see Additional file 1: Figure S1A). We initiated the neural induction of H9 by RA treatment, followed by neurosphere formation (Figure 1A). We found that many cells died at the beginning of neurosphere formation. However, nearly 95% of cells derived from neurospheres were NESTIN and SOX2 dual positive NPCs at the end of this stage (Figure 1B), suggesting that the cells which finally contributed to NPC generation survived during the neurosphere formation. Moreover, the NPCs could spontaneously differentiate into neurons and glial cells in NPC medium without bFGF (Figure 1C). These results suggest that typical NPCs with integrated differentiation potentials are generated using this strategy. Therefore, we utilized this model of neural differentiation to study the mechanisms underlying the differentiation of hPSCs towards NPCs.

**Figure 1:**
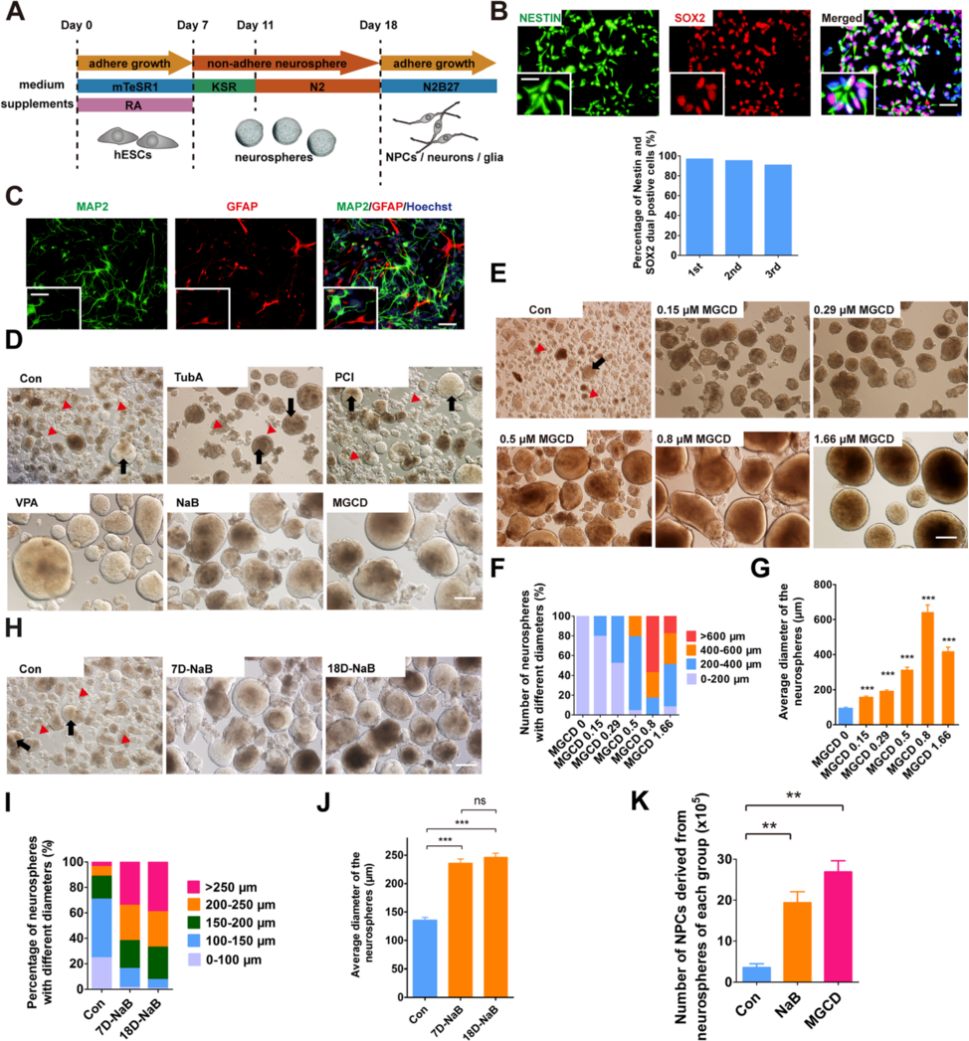
**HDACi greatly enhance hPSCs differentiation towards NPCs. (A)** Schematic representation of the neural differentiation in monolayer culture. **(B)** Immunostaining of cells derived from neurospheres with antibodies against NESTIN (green) and SOX2 (red) and quantification of NESTIN and SOX2 dual positive cells on day 18 of differentiation. The nuclei were stained by Hoechst. Scale bar, 50 μm. The inset shows a higher magnification view. Scale bar, 100 μm. **(C)** Immunostaining of cells after 40 days of spontaneous differentiation with antibodies against MAP2 (green) and GFAP (red). The nuclei were stained by Hoechst. Scale bar, 50 μm. The inset shows a higher magnification view. Scale bar, 100 μm. **(D)** Neurospheres were formed after HDACi treatment for seven days. The sizes of neurospheres were analyzed on day 18 of differentiation. Black arrows represent typical neurospheres, and red arrowheads represent cell debris. **(E-G)** Neurospheres were formed after MGCD treatment for seven days and the diameters of the neurospheres were measured and quantified on day 18, respectively. **(H-J)** Neurospheres were formed after NaB treatment for seven days or eighteen days and the diameters of the neurospheres were detected and quantified on day 18 of differentiation, respectively. Scale bars, 200 μm. The error bars indicate SEM; ns, not significant; ***P <0.001; n >50. **(K)** The efficiency of NPC generation was assessed by counting the number of cells derived from digested neurospheres on day 18. **P <0.01; n >/=3. HDACi, HDAC inhibitors; hPSCs, human pluripotent stem cells; NPC, neural progenitor cell; SEM, standard error of the mean.

It is reported that retinoic acid receptors (RARs) recruit HDACs to repress differentiation related genes [21], indicating that histone deacetylation can regulate the RA signaling pathway. Our results showed that transcripts of class I and class II HDACs were increased once the differentiation was initiated and were kept at high levels in all stages, indicating that HDACs participate in the process of neural differentiation (see Additional file 1: Figure S1B). To investigate whether HDACs play roles in NPC generation, we suppressed histone deacetylation using several HDACi. Of those, VPA (from 0.3 mM to 3 mM) and NaB (from 50 μM to 1 mM) are pan-inhibitors of class I and class II HDACs [17,22,23]. First, we treated H9 cells with NaB and VPA at various concentrations for 24 hours to evaluate the toxicity of those HDACi. We found that most H9 cells changed their morphology and died when treated with NaB at 0.5 mM to 5 mM or with VPA at 1 mM to 5 mM (see Additional file 2: Figure S2A). Therefore, we chose 0.1 mM of NaB and 0.5 mM of VPA for our study. We also applied tubastatin A (TubA) and PCI-34051 (PCI) at 5 μM, and MGCD at 0.5 μM, the concentrations of which were shown to inhibit HDAC6 or HDAC8 or HDAC1-3 without obvious cytotoxicity [24,25].

We then treated H9 cells with those HDACi with optimal concentrations at the stage of RA induction. Interestingly, we found that the number and size of the neurospheres were significantly increased upon VPA, NaB or MGCD treatment. However, we did not observe significant changes in the PCI- or TubA-treated cells compared to the untreated cells (Figure 1D), suggesting that class I HDACs, especially HDAC1, HDAC2 and HDAC3, may play more important roles than other HDACs in NPC generation.

As MGCD inhibited HDAC1, HDAC2 and HDAC3 in a dose-dependent manner, we then tested the effects of MGCD at different concentrations (Figure 1E), showing that the neurospheres became larger as MGCD concentration increased and about 90% of the neurospheres were larger than 200 μm in diameter when MGCD was used at 0.5 μM to 1.66 μM (Figure 1F and G).

To explore whether HDACi treatment affected the growth of neurospheres, we continuously treated the neurospheres with NaB at the second stage in which the neurospheres were formed and grown (Figure 1H). We observed that the neurospheres from 18-day-treatment cells (18D-NaB) were comparable in size and number to those from 7-day-treatment cells (7D-NaB). More than 70% of the neurospheres from both treatments were larger than 200 μm, while more than 40% of the neurospheres from control cells were smaller than 150 μm (Figure 1I). Moreover, the average diameters of neurospheres from 7D-NaB and 18D-NaB showed no significant difference (Figure 1J), suggesting that NaB treatment at the second stage does not change the growth of neurospheres and persistent HDACi treatment is unnecessary. In other words, HDACi may play a role at the stage of RA induction but not at the stage of neurosphere formation. In fact, we documented that incubating with MGCD for only three days was sufficient to enhance the NPC generation (see Additional file 2: Figure S2B), suggesting that HDACi might promote the NPC commitment at a very early time point of the NPC differentiation.

Importantly, as the above neurosphere morphology changes directly reflect the efficiency of NPC generation, we determined the efficiency by calculating the number of cells derived from neurospheres on day 18. The neural differentiation of hPSCs with or without HDACi treatment was initiated in 6-cm dishes with the same cell number. At the end of the second stage, we found that the number of NPCs derived from the neurospheres of both NaB- and MGCD-treated cells was 10- to 15-fold more than that of the control cells (Figure 1K). These results indicate that suppression of HDACs by HDACi can significantly enhance the differentiation of NPCs from hESCs.

### HDACi do not alter the properties of NPCs

We then attempted to identify whether the properties of generated NPCs were influenced by the HDACi treatment. We showed that about 95% of the neurosphere cells from HDACi-treated cells were typical NPCs as detected by NESTIN and SOX2 immunostaining, manifesting no significant differences compared with control cells (Figure 2A and B). Furthermore, we found that NPCs could differentiate into mature neurons expressing MAP2 and NeuN with comparable efficiencies (Figure 2C and D), demonstrating that HDACi do not compromise the neuronal differentiation potential of the generated NPCs. Taken together, these results indicate that HDACs function at the early stage of NPC differentiation from hPSCs without affecting the integrity of neuronal differentiation of the NPCs.

**Figure 2:**
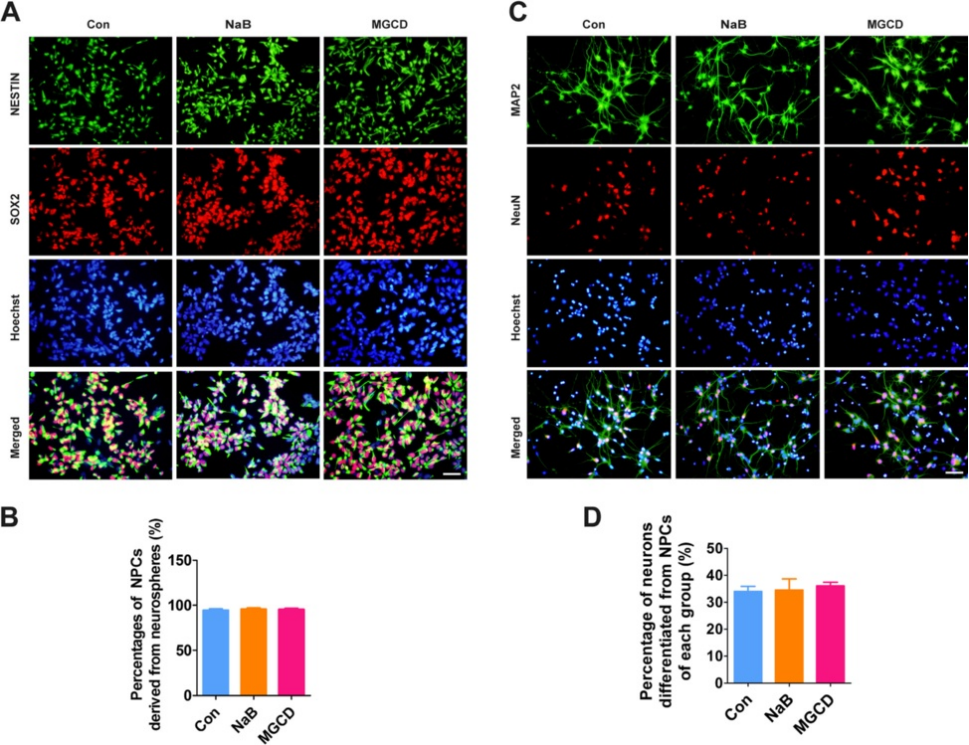
**HDACi do not alter the properties of generated NPCs. (A)** Neurospheres were digested and plated on dishes. NPCs were then visualized using immunostaining with anti-NESTIN (green) and anti-SOX2 (red) antibodies. **(B)** The percentages of NPCs were calculated, the error bars indicate SEM; n = 4. **(C,** **D)** NPCs were differentiated into neurons, which was detected by immunostaining with anti-MAP2 (green) and anti-NeuN (red) antibodies after 50 days of differentiation. The efficiency of neuronal differentiation was compared among control cells and HDACi treated cells. Scale bars, 50 μm. The error bars indicate SEM; n>/=3. HDACi, HDAC inhibitors; NPCs, neural progenitor cells; SEM, standard error of the mean.

### HDACi promote neuroectodermal specification

In order to explore the mechanisms of HDACs in NPC generation, we focused on the first stage of differentiation when hPSCs committed to different cell lineages. We found that NaB and MGCD altered neither the proliferation of cells (Figure 3A and B) nor cell survival (Figure 3C and D). The cell number of HDACi-treated cells was similar to that of untreated cells during differentiation (Figure 3E), suggesting that cell growth during differentiation is not affected by HDACi treatment.

**Figure 3:**
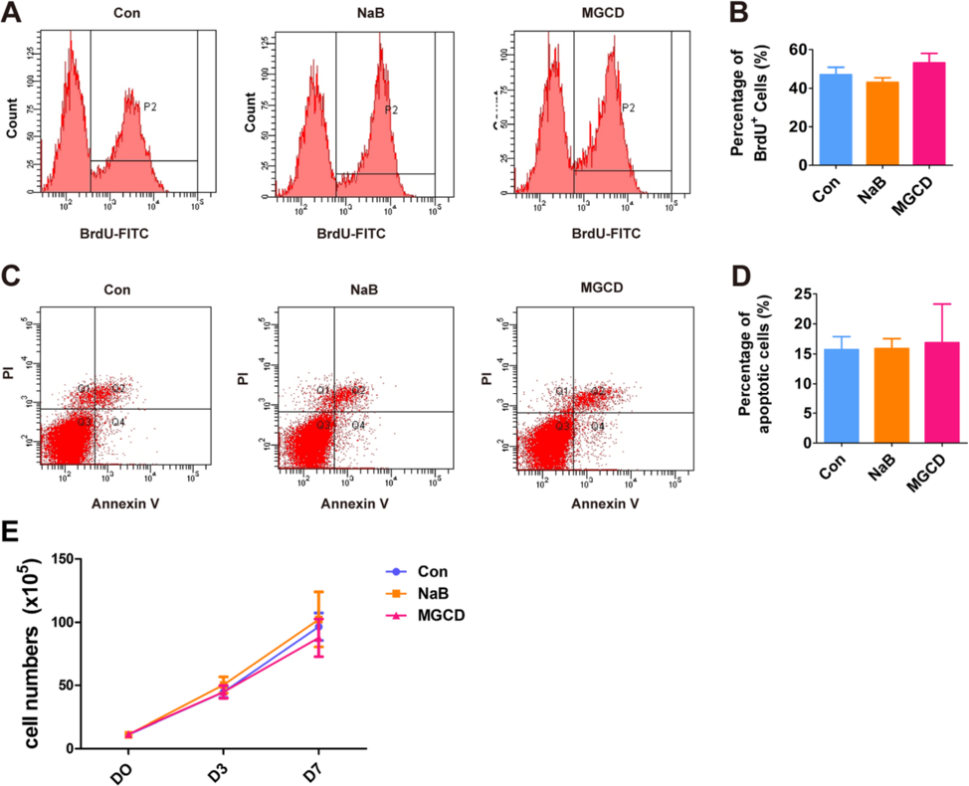
**Proliferation and apoptosis analysis. (A, B)** The proliferation ability of H9 cells after HDACi treatment on day 3 of differentiation was assessed by BrdU incorporation. The error bars indicate SEM; n>/=4. **(C, D)** The apoptosis of H9 cells after HDACi treatment on day 3 of differentiation was detected by Annexin V/PI staining. The error bars indicate SEM, n = 4. **(E)** The cell number of H9 cells during differentiation after HDACi treatment was counted. The error bars indicate SEM; n = 4. BrdU, bromodeoxyuridine; HDACi, HDAC inhibitors; SEM, standard error of the mean.

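RNA of H9 cells, a human embryonic stem cell line, was measured on 5 Affymetrix U133 plus 2.0 arrays. The arrays hold undifferentiated cells (D0), control cells after 3 and 7 days of induction with 10 μM retinoic acid (RA; D3C and D7C), and cells that also received 0.5 μM of the HDAC inhibitor MGCD over those days (D3M and D7M). Each condition has 1 array, so no difference between conditions has a replicate check, and no p-value across arrays was computed. The authors summarized each scanned array with MAS5, which gives 1 intensity on a linear scale for each of 54675 probe sets. The median intensity was 71.8 in D0, 84.8 in D3C, 77.0 in D3M, 73.2 in D7C and 79.4 in D7M. Pearson's r was taken across probe sets, which are not independent replicates, on log2 intensities raised to the floor given below. It was 0.981 between D3M and D3C and 0.975 between D7M and D7C. It was 0.962 between D3C and D0 and 0.937 between D7C and D0. From these intensities, 20009 genes were each represented by the brightest of the probe sets that name 1 gene. Intensities under 77.0, the median of the 5 array medians, were raised to that floor, under which 47.8% to 51.5% of the probe sets of an array lay. A gene was called higher or lower in a comparison when the ratio of its 2 arrays was at least 2 and its brighter array reached the 60th percentile of that array, which lay between 123 and 142. Genes that reached this percentile are called bright. Where the dimmer array lay under the floor, the ratio is a bound. The paper's text names no threshold for a differentially expressed gene. On simulated arrays with the intensities of D3C and a noise of 0.25 (SD of the log2 ratio), the rule called 96 of 100 genes changed 3-fold, 4 of 100 genes changed 1.5-fold and 0% of the unchanged genes. That noise was assumed, equal at every intensity, and lay below the SD of 0.34 between probe sets of 1 gene in D3M against D3C. The changed genes were drawn from genes bright in D3C. The 0% is therefore no estimate of false calls in the real arrays. The median log2 ratio of the bright genes of a list is given with its percentile among 10000 random lists matched on mean expression, as a description of these arrays. The ratio of the 3' to the 5' control probe sets of ACTB, a sign of RNA integrity, was 10.0 in D0, 12.7 in D3C, 11.4 in D3M, 17.9 in D7C and 16.3 in D7M. The same ratio for GAPDH was 1.25, 1.28, 1.31, 1.61 and 1.44 in that order, so the 2 controls differed widely on every array.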

To elucidate potential molecular networks regulated by HDACs, we performed gene expression profiling of the differentiating cells treated with MGCD on day 3 and day 7 (D3M and D7M), as well as the control cells at the same time points of neural differentiation (D3C and D7C). A total of 1,632 genes were differentially expressed between the MGCD-treated group and the control group on day 3 of differentiation (D3M versus D3C), whereas at the end of this stage, 2,475 genes were differentially expressed (D7M versus D7C) (Figure 4A-C). Among them, we found that 399 genes were differentially expressed consistently from day 3 to day 7 after MGCD treatment (Figure 4C). 

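On day 3, 405 genes were higher and 448 lower in D3M than in D3C, 853 of the 12051 bright genes (7.08%). On day 7, 725 genes were higher and 559 lower in D7M than in D7C, 1284 of the 12052 bright genes (10.7%). The gene with the lowest log2 ratio on day 3 was HAPLN1, which encodes a link protein of hyaluronan, at 37.3-fold lower in D3M. TFAP2A, a transcription factor of surface ectoderm and neural crest, was 15.9-fold lower, and the homeobox gene DLX5 was 11.4-fold lower. Among the highest were the chemokine CXCL5 (22.9-fold), the neuronal microtubule regulator STMN2 (15.6-fold) and the Nodal antagonist LEFTY2 (11.3-fold). On day 7, among the lowest genes in D7M were CYP26B1, an enzyme that degrades RA (25.8-fold lower), DDC, which decarboxylates aromatic amino acids (24.0-fold lower), and LINC00261. FOXA1, a transcription factor of endoderm, was 13.3-fold lower. LGALS1, which encodes galectin-1, was 16.1-fold higher in D7M, the endothelin receptor EDNRB 15.3-fold and FABP7, a fatty acid-binding protein of radial glia, 13.8-fold.
Among genes known to respond to HDAC inhibitors, more were called higher than lower on both days. Of 20 bright genes of this list, 7 were higher and 0 lower in D3M (median log2 ratio 0.38, percentile 99.97). They include the stress-response gene GADD45B (1.63), the metallothionein MT1X (1.52), CTGF (1.47) and the cell cycle inhibitor CDKN1A (1.29). In D7M, 7 of 19 were higher and 1 lower (median 0.48, percentile 99.99), with CLU at 3.05, TUBB6 at 2.01 and KLF4 at -1.22. From D0 to D3C, 4 of 19 bright genes of this list rose and 5 fell (median 0.11), and from D0 to D7C 5 of 19 rose and 9 fell (median -0.83). A response to the inhibitor was not separated from a smaller change from D0. Of 14 bright housekeeping genes, 0 were called on either day, at medians of 0.09 and 0.18. At a ratio of at least 1.5, 2513 genes were called on day 3 and 3059 on day 7, at a ratio of at least 3, 197 and 448 were, and quantile normalization gave 488 higher and 399 lower genes on day 3. TFAP2A (-0.92) and GADD45B (0.64) were not called in D3M by the median of all their probe sets, and CXCL5 was not called without the probe sets that can bind several transcripts.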

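MYC, SPP1 and STMN2 were higher with MGCD on both days, and HAPLN1 and EFNA1 were lower on both. In all, 249 genes were called on both days, 121 of them higher on both, 98 lower on both and 30 in opposite directions, so that 88.0% kept their direction. If the calls of the 2 days were independent, 59.0 shared genes would be expected among the 11333 genes bright in both comparisons, 14.9 of them higher on both days and 14.2 lower on both. The 2 comparisons share no array. The log2 ratio of SPP1, which encodes osteopontin, was 3.38 on day 3 and 4.07 on day 7. MYC, a transcription factor of proliferating cells, had 2.38 and 2.78, and TFPI2, a protease inhibitor, had 2.72 and 2.53. STMN2 had 3.32 on day 7 and HAPLN1 had -2.71. The ephrin EFNA1 had -2.68 on day 3 and -2.41 on day 7. Of the 30 genes that turned, 24 were lower on day 3 and higher on day 7, where 18.3 would be expected by chance, and 6 went the other way, where 11.6 would be. RHOB, a small GTPase, had -2.39 on day 3 and 2.29 on day 7, the neurofilament gene NEFM had -2.09 and 3.10, and the semaphorin SEMA5B had -1.57 and 3.15. The noncoding RNA gene RMST went from 1.46 to -2.71. The genes named here were chosen after their values were seen, as those with a large ratio on the weaker of the 2 days. The number of shared genes was 957 with a ratio of at least 1.5 and 50 with a ratio of at least 3.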

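Among the genes that the authors list as overlapping and assign to nervous system development, most were higher in D7M than in D7C. Of these 10 genes, EPHA4, FEZF2 (a bound of 1.01), GPM6B, MEF2C, NRP1, SEMA6A and ZEB2 were called higher on day 7, which are 7, and PRKD1 was called lower. In D3M against D3C, 3 of the 10 were higher, 2 lower and 5 neither. The authors listed the overlapping genes because they changed on the same arrays, so their calls are not independent evidence. Of the 207 overlapping genes measured under any term, 96 were higher and 70 lower on day 7. MEF2C, a transcription factor of neurons and muscle, had a log2 ratio of 3.46 on day 7, and ZEB2, a transcriptional repressor of early neural development, had 2.44. Of 17 genes listed under cell differentiation, 4 were higher and 8 lower on day 3, and 7 were higher and 6 lower on day 7. Of 22 measured genes listed under multicellular organismal development, 8 were higher and 7 lower on day 3, and 13 were higher and 5 lower on day 7. The authors' enrichment p-values of these terms are 4.22e-06, 1.21e-07 and 4.71e-08, in that order, over gene lists that hold both directions. The term with the authors' lowest p-value, 1.19e-15, is cell adhesion, with 25 genes, of which 13 were higher and 7 lower on day 7.
Of 32 bright genes of a separate list of extracellular matrix and integrin genes, 12 were higher and 1 lower in D7M (median log2 ratio 0.49, percentile 100), with the collagen COL11A1 at 1.99 and the integrin ITGB8 at -1.61. In D3M, 5 of 32 were higher and 4 lower (median 0.12, percentile 90.5). Together, the authors' terms hold 210 overlapping genes, 207 of which are measured here. Of these, 148 were called on both days, 131 of them in the same direction. ZEB2 was not called on either day by the median of all its probe sets.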

Gene ontology (GO) analysis of the overlapped genes showed that the genes associated with organismal development, cell differentiation and nervous system development were significantly affected by MGCD treatment during differentiation (Figure 4D). Furthermore, pathway enrichment analysis of the overlapped genes revealed that multiple signaling pathways relevant to neural differentiation, such as phosphatidylinositol 3-kinase (PI3K)-Akt, mitogen-activated protein kinase (MAPK) and Notch signaling pathway, were significantly activated by MGCD (Figure 4E).

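Among genes switched on by fibroblast growth factor and MAPK signaling, more were called higher than lower with MGCD, while core genes of the PI3K-Akt pathway were mostly uncalled, with medians below 0. Of 21 bright FGF and MAPK target genes, 6 were higher and 1 lower in D3M (median log2 ratio 0.47, percentile 100), and in D7M 9 of 19 were higher and 0 lower (median 0.92, percentile 100). DUSP6, a phosphatase induced by ERK signaling, had 1.55 on day 3 and 1.83 on day 7. The immediate-early gene EGR1 had 1.84 on day 3, and the ETS factor ETV5 had 2.89 on day 7. From D0 to D3C, 11 of 22 genes of this list fell and 6 rose (median -1.06), and in D3M 8 of 21 bright pluripotency genes were also higher and 0 lower (median 0.95). Of 31 bright PI3K-Akt core genes, 1 was higher and 3 were lower in D3M (median -0.23, percentile 0.31), and of 32 in D7M 1 was higher and 4 were lower (median -0.39, percentile 0). The growth factor PDGFA had -1.49 on day 3 and -1.20 on day 7, and RPTOR, a subunit of the mTOR complex, had 1.19 on day 7. Taken over the median of all probe sets of each gene, the day 7 median of this list was -0.14.
Of the 19 overlapping genes under PI3K-Akt signaling, which include collagens, integrins and SPP1, 10 were higher and 5 lower on day 3, and 11 were higher and 4 lower on day 7 (the authors' p = 1.26e-11). Of the 12 under MAPK signaling, 7 were higher and 4 lower on day 3, and 10 were higher and 2 lower on day 7 (the authors' p = 5.08e-07). The Notch term holds 3 genes (the authors' p = 0.00512). Of these, the Notch ligand DLL1 was lower on both days, the coactivator MAML2 had 1.11 on day 3 and -2.10 on day 7, and APH1A was called on neither day. By the median of their probe sets, MAML2 was not called on day 3 (0.55) and DLL1 was not called on day 7 (-0.93).

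**Figure D1:**
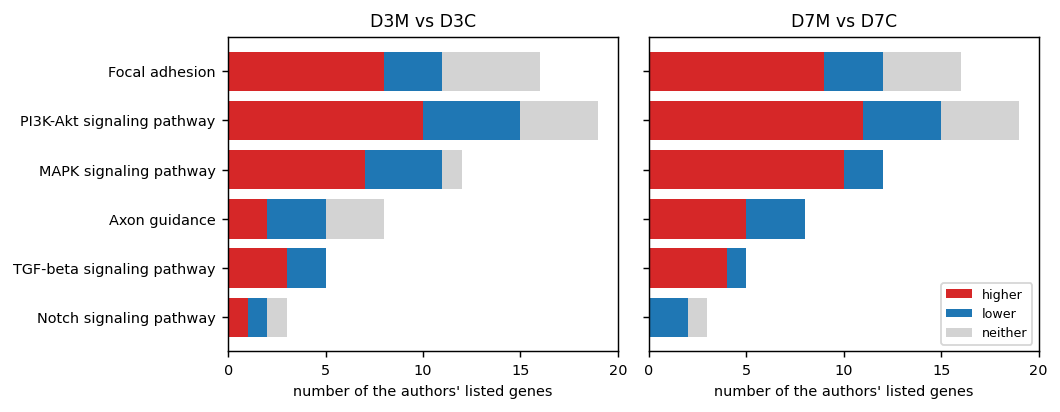
Number of the authors' overlapping genes under 6 pathway terms that were called higher, called lower or called neither, in D3M against D3C and in D7M against D7C (1 array each). The bars of PI3K-Akt signaling show 10 higher and 5 lower genes on day 3 and 11 and 4 on day 7.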

**Figure 4:**
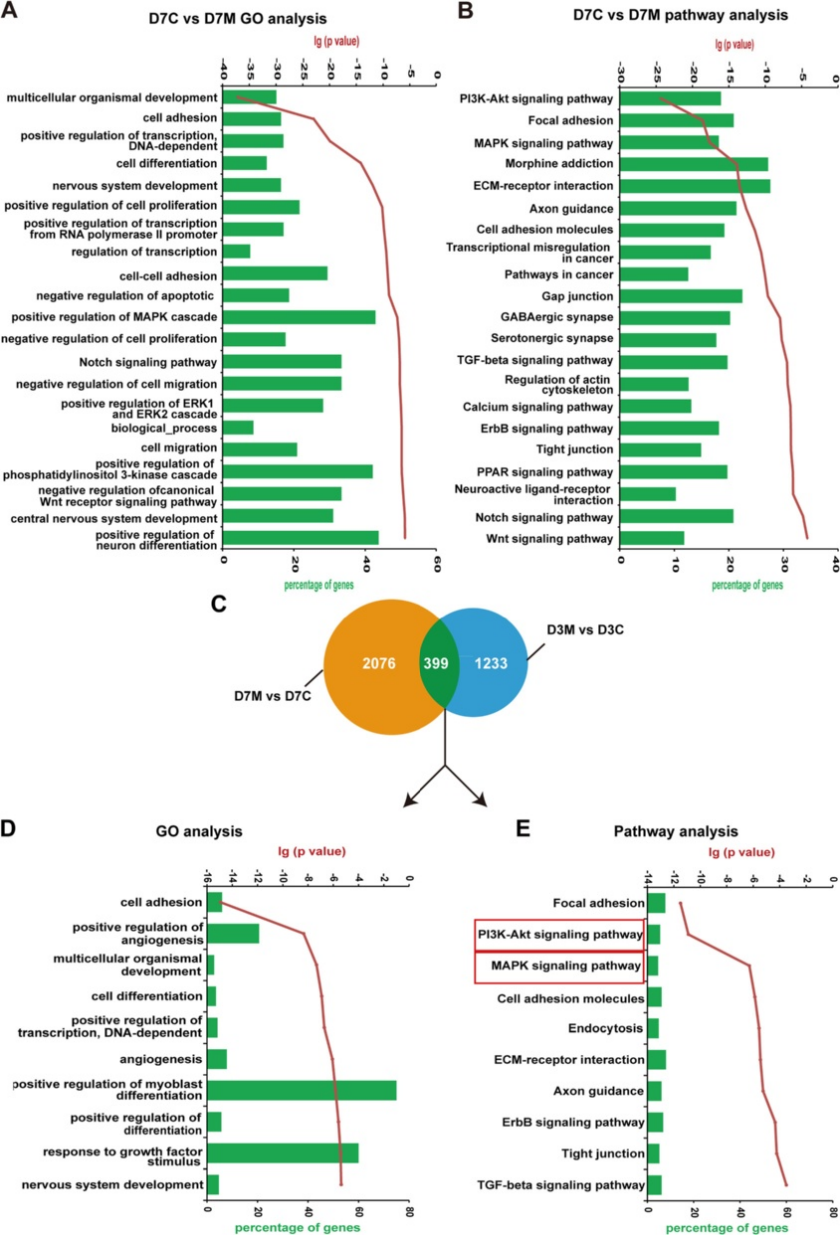
**Gene-expression patterns and GO analysis in H9 cells with or without MGCD treatment. (A, B)** Summary of the functional categories of genes **(A)** and pathways **(B)** significantly enriched in response to MGCD treatment for seven days. Green bars represent the proportion of genes involved in each category, red curve indicates statistical significance. **(C)** Venn diagram showing overlap of differentially expressed genes from D7M versus D7C (orange circle) and D3M versus D3C (blue circle). **(D, E)** Summary of the functional categories of genes **(D)** and pathways **(E)** enriched both in D7M versus D7C and D3M versus D3C groups. Green bars represent the proportion of genes involved in each category. Red curve indicates statistical significance. GO, gene ontology.

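On day 7, signaling genes of the BMP and Wnt pathways went in both directions with MGCD. Of 24 bright BMP and TGF-beta genes, 6 were higher and 3 lower in D7M (median log2 ratio -0.13, percentile 12.4). BMP2, a ligand, had 2.77, and FST, an antagonist of activins and BMPs, had 2.32, while the inhibitory SMAD7 had -1.44. Of 21 bright Wnt genes, 2 were higher and 2 lower (median 0.36, percentile 99.7), with the receptor FZD10 at 2.14 and the secreted antagonist FRZB at -3.67. The median of the Wnt list was -0.10 among genes at or above the 75th percentile.
The authors' terms for day 7 list 1161 genes, of which 794 were called by the rule used here, 439 higher and 355 lower. Of the 35 genes under nervous system development, 19 were higher and 6 lower (the authors' p = 1.09e-12), and of 59 measured under cell differentiation, 25 were higher and 14 lower. Of 121 measured genes under multicellular organismal development, 49 were higher and 35 lower. Among pathways, 31 genes under PI3K-Akt signaling were higher and 12 lower, 24 under focal adhesion were higher and 6 lower, and 13 under ECM-receptor interaction were higher and 4 lower. For MAPK signaling, 23 were higher and 9 lower. Of 1639 functional categories and 236 pathways, the authors give a false discovery rate under 0.05 for 255 and 103.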

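From D0 to the control cells of day 7, most bright pluripotency genes fell, and more genes of each germ layer rose than fell. Of 21 bright pluripotency genes, 14 were lower in D7C than in D0 and 0 higher (median log2 ratio -2.11, percentile 0). NANOG was 10.1-fold lower in D3C and 74.2-fold lower in D7C, L1TD1 had a log2 ratio of -3.63 in D7C and the DNA methyltransferase DNMT3B had -3.31. On day 3, 10 of 22 were lower and 1 higher (median -0.87). SOX2, which is expressed in stem cells and in neural progenitors, had -0.81 in D7C by the probe set used and was not called, and had -1.18 by its other bright probe set. PROM1, a stemness marker in the study's real-time PCR, had 0.16 in D7C and was not called. POU5F1 has no probe set that names it alone and was not analysed.
Of the genes in the study's heat map (Fig. 5A), 7 of 11 bright neuroectoderm genes were higher and 1 lower in D7C than in D0 (median 1.39), 4 of 5 mesoderm genes were higher and 1 lower (median 1.31), and 9 of 10 endoderm genes were higher and 0 lower (median 4.27). The study chose these genes in part on the same arrays, so their direction is not independent evidence. PAX6, a transcription factor of neuroectoderm, was at least 75.7-fold higher in D3C and at least 150-fold higher in D7C, since its signal in D0 lay under the floor. GATA6, a transcription factor of endoderm, was at least 86.3-fold higher in D7C by the probe set used. Its other probe set had -0.75 or lower, but was dim. Its signal was 130 in D0, near the 60th percentile of 123, and 63.0 in D7C, under the floor. Of marker lists written without regard to these arrays, which share 5, 4 and 5 genes with those of the heat map, 12 of 23 bright neuroectoderm genes were higher and 6 lower (median 1.76), 9 of 13 mesoderm genes were higher and 3 lower (median 1.69), and 11 of 14 endoderm genes were higher and 1 lower (median 2.60). The lower neuroectoderm genes include OTX2 (-3.78) and HESX1 (-3.06), which mark the anterior neural plate. Both were already bright in the undifferentiated cells of D0, so their fall is no measure of a lost neural state.
Most bright markers of some other fates rose as well. Of 13 bright trophoblast and amnion genes, 9 were higher and 0 lower (median 1.98), and of 14 surface ectoderm and epithelial genes 9 were higher and 0 lower (median 1.27). Of 12 bright RA response genes, 9 were higher and 0 lower in D3C (median 2.58), with CYP26A1 at 4.91 and CRABP2 at 4.48. Of 19 bright HOX genes, 18 were higher and 0 lower in D7C (median 5.45). In all, 1229 genes were higher and 619 lower in D3C than in D0, and 1897 were higher and 1144 lower in D7C. Along with these groups, the log2 ratio of the 3' to the 5' ACTB control probe sets rose from 3.32 in D0 to 4.16 in D7C. That of GAPDH rose from 0.32 to 0.68.

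**Figure D2:**
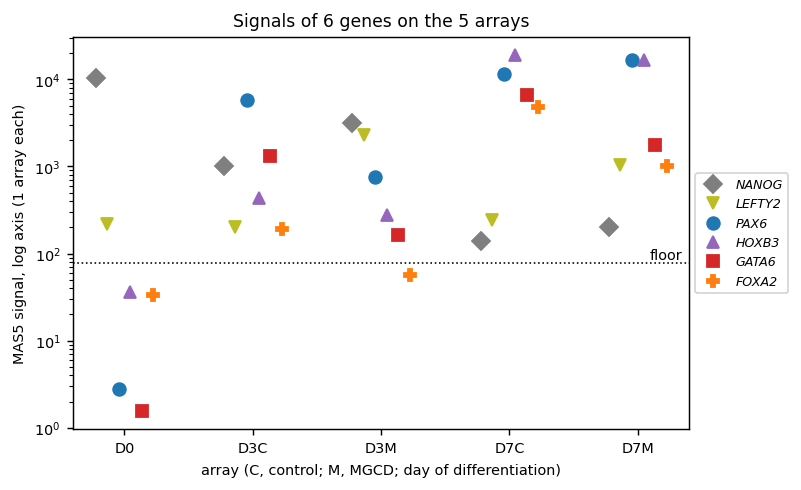
MAS5 signals of 6 genes on a log axis against the 5 arrays, with 1 point per array and the floor as a dotted line. NANOG lies highest in D0, and PAX6, HOXB3, GATA6 and FOXA2 lie under the floor in D0 and above it in D7C.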

From the results of both genome-wide expression analysis and real-time PCR, we found that compared with undifferentiated H9, the transcripts of stemness markers were decreased during differentiation, while the transcripts of the markers of the three germ layers were increased, suggesting that the cells with different fates were specified from H9 after RA induction for seven days (Figure 5A-C).

**Figure 5:**
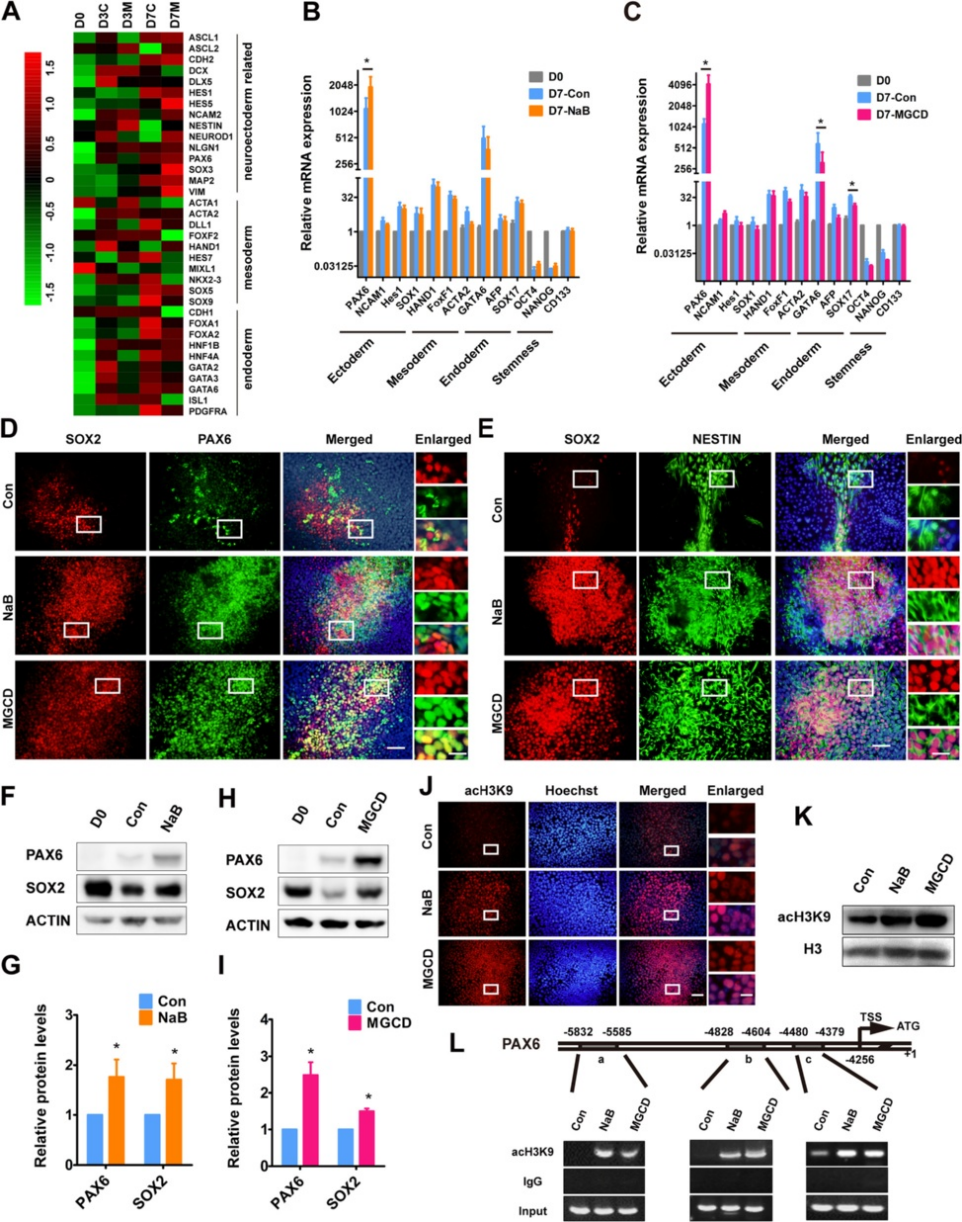
**HDACi greatly promote neuroectodermal specification. (A)** Heat map of normalized expression levels of the typical neuroectoderm, mesoderm and endoderm genes which were differentially expressed after MGCD treatment for three days or seven days. Low expression levels are indicated by green colors, and high expression levels are indicated by red colors. **(B** **,** **C)** On day 7 of differentiation, real-time PCR was performed to determine the mRNA levels of typical genes for three germ layers after NaB or MGCD treatment for seven days. **(D,** **E)** On day 7, neuroectodermal cells were visualized by immunostaining with antibodies against SOX2 (red) and PAX6 (green) **(D)** or SOX2 (red) and NESTIN (green) **(E)**. Scale bars, 50 μm. Higher magnification views are shown in the inset frames. Scale bars, 150 μm. **(F-I)** Protein levels of PAX6 and SOX2 were assessed by immunoblotting. The density of the bands was analyzed by the Image J software and expressed as fold of control. **(J,** **K)** Acetylation levels of histone H3K9 were detected by immunostaining **(J)** and immunoblotting **(K)**, respectively. Higher magnification views are shown in the inset frames. Scale bars, 150 μm. **(L)** H9 cells were cultured in the ESC medium with the addition of NaB or MGCD for seven days and immunoprecipitated with anti-acH3K9 antibody. ChIP DNA levels of PAX6 were analyzed by semi-quantitative PCR. Scale bars, 50 μm. The error bars indicate SEM, *P <0.05; n >/=3. ChIP, chromatin immunoprecipitation; HDACi, HDAC inhibitors; SEM, standard error of the mean.

We assumed that suppression of histone deacetylation might assist RA to induce H9 cells to differentiate towards neuroectodermal cells during the first seven days. 

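With MGCD, more endoderm genes were called lower than higher on both days, and neuroectoderm genes were called higher more often than lower on day 7 but not on day 3, a difference between days that was not tested. Of 10 bright genes shown as endoderm in Fig. 5A, 8 were lower in D7M and 0 higher (median log2 ratio -1.98, percentile 0), with GATA6 3.81-fold lower, FOXA2 at -2.24 and the epithelial cadherin CDH1 at -2.40. This list shares 3 genes with the trophoblast and amnion markers and CDH1 with the surface ectoderm and epithelial markers, of which 7 of 15 and 9 of 14 bright genes were also lower in D7M (medians -0.99 and -1.66). Of 12 bright genes shown as neuroectoderm, 4 were higher and 0 lower (median 0.39, percentile 99.2), namely SOX3 (1.72), VIM (1.46), NES (1.28) and HES5 (at least 1.42). NES had fallen from D0 to D7C (-1.22), with signals of 993 in D0, 427 in D7C and 1035 in D7M. The other probe set of NES had 0.84 in D7M, under the ratio needed for a call. The signal of PAX6 was 11524 in D7C and 16681 in D7M, which is 0.53 by this probe set and 0.87 by its other, under the ratio needed for a call. Of 5 bright genes shown as mesoderm, the Notch ligand DLL1 was lower (-1.86) and 0 were higher (median -0.38, percentile 10.4). On day 3, 5 of 9 endoderm genes were lower and 0 higher (median -1.31), with GATA6 7.93-fold lower and GATA3 at -2.87. The calls of FOXA2 and HNF4A among them were lost by the median of probe sets (0 for each) and with a floor at the 60th percentile (-0.52 and -0.76), and that of GATA2 by the median of probe sets (-0.86), and the median of the list was -0.85 and -0.73 under these settings. Of 11 neuroectoderm genes, PAX6 and DLX5 were lower and 0 higher, although the median was 0.35 (percentile 98.6). The signal of PAX6 was 5833 in D3C and 756 in D3M, 7.71-fold lower. Of 6 mesoderm genes, DLL1 was lower (-2.13) and 0 were higher (median -0.21). By the median of probe sets, the median of the mesoderm genes of Fig. 5A was -0.63 on day 3 and -0.87 on day 7. The study chose these genes in part on the same arrays, so they are not independent evidence of direction.
Of the marker lists written without regard to these arrays, 7 of 14 bright endoderm genes were lower and 1 higher in D7M (median -1.15, percentile 0), among them APOA2 (-2.13) and, as the higher one, the chemokine receptor CXCR4 (2.00). Of 25 bright neuroectoderm genes, 10 were higher and 5 lower in D7M (median 0.53, percentile 100), with ZIC2 at 1.80, PAX8 at 1.53, IRX3 at 1.39, SOX11 at -1.64, DACH1 at -1.56 and EMX2 at -1.27. Of 18 neuronal genes, 6 were higher and 2 lower (median 0.55, percentile 99.99), including the neurofilament gene NEFL (2.89), and with the liver and neuronal factor ONECUT2 at -3.70. Of 15 mesoderm genes, 3 were higher and 5 lower (median 0.36, percentile 90.7). In D3M, 2 of 21 neuroectoderm genes were higher and 3 lower (median -0.42, percentile 0.01), and 4 of 9 endoderm genes were lower and 1 higher (median -0.73, percentile 0.26). In D3M, 3 of 14 mesoderm genes were lower and 1 higher (median -0.21, percentile 9.45), and 1 of 15 neuronal genes was higher and 1 lower (median 0.28). Of genes of other fates, the pluripotency gene NANOG was higher in D3M (1.63), and the surface ectoderm factor GRHL2 was lower on both days (-1.98 and -2.45). GATA6 (-0.96), PDGFRA (-0.68), GATA2 (-0.14), DLL1 (-0.93), SOX3 (0.86) and VIM (0.73) were not called in D7M by the median of their probe sets, which left 5 of 8 endoderm genes of Fig. 5A lower. The other probe sets of GATA6 (signals of 63.0 in D7C and 67.9 in D7M) and SOX3 (13.4 and 58.0) lay under the floor on both arrays. They add a ratio of 0 to the median and do not measure an opposite change. GATA3 (-0.76) was not called in D7M without the probe sets that can bind several transcripts, and HES5 was not called with a floor at the 60th percentile. The other probe set of GATA6 had 0.69 on day 3, from dim signals of 83.9 in D3C and 135 in D3M, where the 60th percentile was 132. The day 3 medians of the neuroectoderm and mesoderm marker lists turned to 0.12 and 0.43 with brightness at the 75th percentile, and those of the endoderm markers were -0.025 on day 3 and -0.20 on day 7 with brightness at the 40th. The paper reads the effect of MGCD on each germ layer from the expression of these markers on the arrays and by real-time PCR, and proposes that HDAC inhibition may assist RA in directing H9 cells to neuroectoderm. For neuroectoderm it also uses immunostaining and flow cytometry of PAX6, SOX2 and NESTIN and immunoblots of PAX6 and SOX2. It further reports acetylated histone H3 at the PAX6 promoter. Arrays measure none of these.

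**Figure D3:**
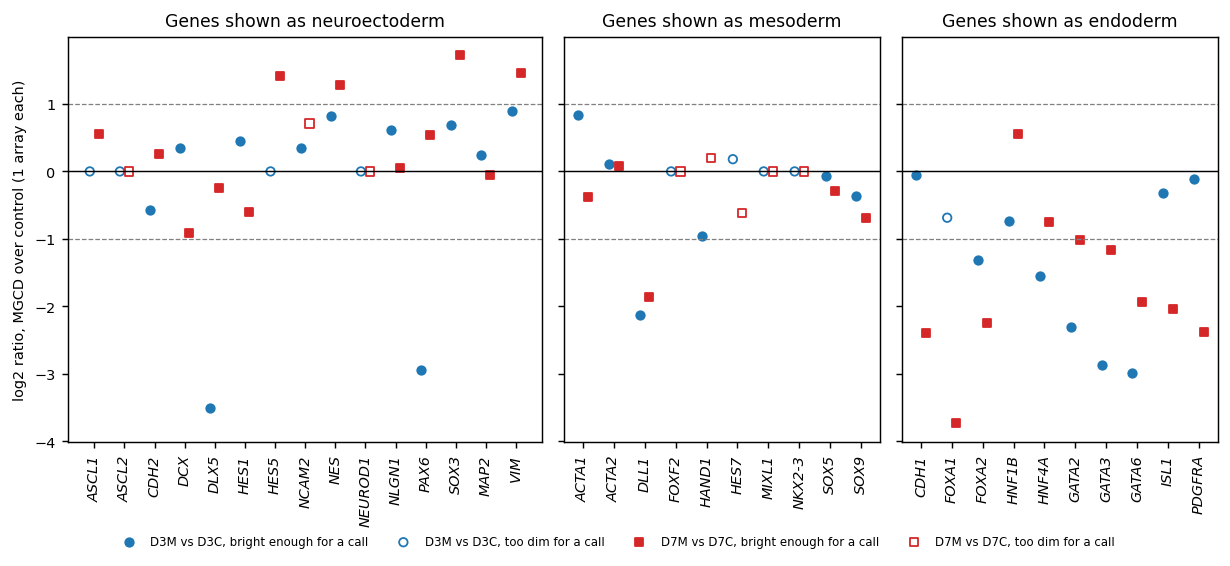
Log2 ratios of MGCD over control (1 array each) of the genes shown as neuroectoderm, mesoderm and endoderm, with dashed lines at the ratios needed for a call and open symbols for genes too dim for one. The endoderm panel has 5 called genes on day 3 and 8 on day 7, all below the lower dashed line, and PAX6 lies at -2.95 on day 3.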

Interestingly, NaB and MGCD treatment increased the transcripts of the majority of neuroectodermal markers (for example, *PAX6*), while it decreased the transcripts of mesodermal and endodermal markers (for example, *GATA6*) (Figure 5A-C). Noticeably, the transcript of *PAX6* was increased dramatically after RA treatment and reached a higher level with the addition of NaB or MGCD (Figure 5B and C). Moreover, we analyzed the cells by immunostaining and flow cytometry with antibodies against PAX6, SOX2 and NESTIN on day 7 of differentiation. We found that the number of dual positive PAX6-SOX2 cells or SOX2-NESTIN cells was significantly increased after NaB and MGCD treatment at the end of the RA induction stage (Figure 5D and E; Additional file 3: Figure S3). Similarly, the protein levels of PAX6 and SOX2 in the HDACi-treated cells were significantly higher than in the control cells (Figure 5F-I), confirming that HDACi promote NPC differentiation. These results indicate that HDACi might promote neuroectodermal specification at the early stage of differentiation.

We then asked how NaB and MGCD enhanced neuroectodermal specification. It is known that HDACi can induce hyperacetylation of histones by inhibiting histone deacetylation. We found that the acetylation levels of histone H3 at lysine 9 (acH3K9) in the NaB- and MGCD-treated cells were higher than that of the control cells on day 7 of differentiation (Figure 5J and K). The increased expression of neuroectodermal genes might be directly related to acH3K9. We performed chromatin immunoprecipitation (ChIP) and found that the binding of acetylated histone H3 with the promoter of *PAX6* was significantly enhanced in the NaB- and MGCD-treated cells, which may contribute to the increased expression of *PAX6* (Figure 5L).

Taken together, these results suggest that inhibiting histone deacetylation by HDACi could promote the expression of *PAX6* and other neuroectodermal genes and give rise to more cells with a neural cell lineage-fate during RA treatment, thus generating more NPCs.

### HDACi promote the differentiation of NPCs from hiPSCs

To investigate whether HDACs can regulate the differentiation of NPCs from other hPSCs, we employed an hiPSC line (named N-iPSC-1) which was kindly provided by Dr. Ying Jin’s lab [26]. We found that NaB and MGCD also enhanced the formation of neurospheres of N-iPSC-1 (Figure 6A). The neurospheres derived from HDACi treatment were significantly larger than controls (Figure 6B and C), and the histone acetylation levels of the HDACi-treated cells were higher than that of the control cells on day 7 of differentiation (Figure 6D). Meanwhile, there were apparently more PAX6^+^, SOX2^+^ and NESTIN^+^ cells in the HDACi- treated cells (Figure 6E and F), indicating an increase in conversion of neuroectodermal cells after HDAC was inhibited. These results are consistent with those of H9, confirming that inhibiting HDACs can promote differentiation of NPCs not only from hESCs but also from hiPSCs in a similar manner.

**Figure 6:**
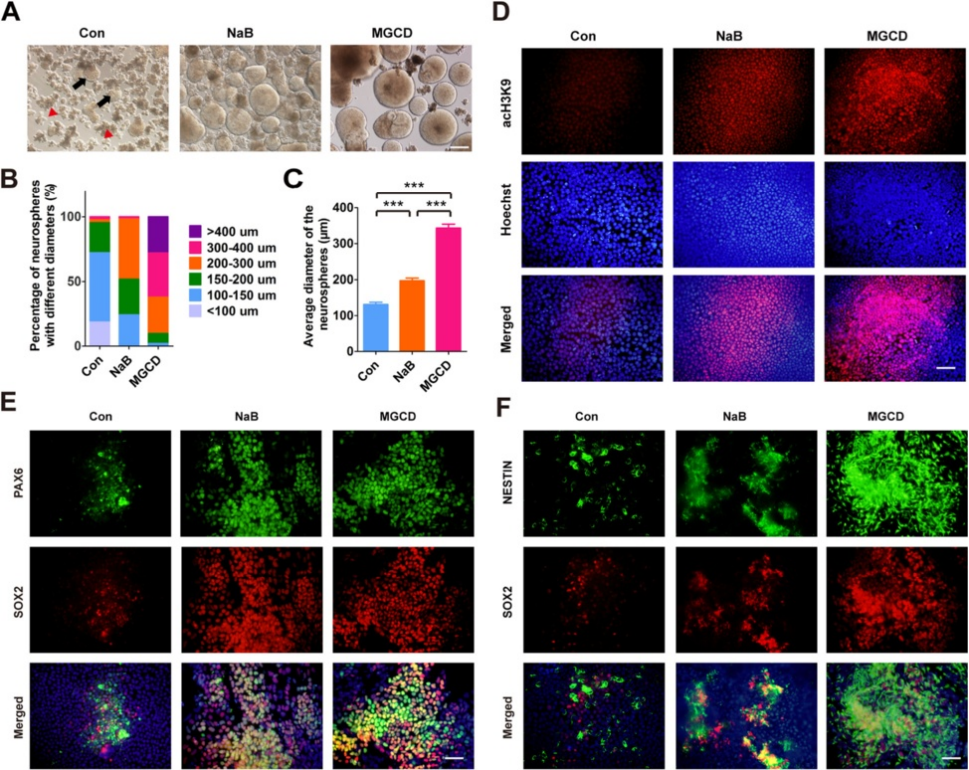
**HDACi enhance the NPC generation of hiPSCs. (A-C)** Neurospheres were formed from the N-iPSC-1 cell line after HDACi treatment and the diameters of the neurospheres were measured and quantified on day 18. The error bars indicate SEM, ***P <0.001; n >/=50. Black arrows represent typical neurospheres and red arrowheads represent cell debris. **(D)** Acetylation levels of histone H3K9 in N-iPSC-1 cells were detected by immunostaining on day 7 of differentiation. **(E,** **F)** Neuroectodermal cells were visualized by immunostaining with antibodies against PAX6 (green) and SOX2 (red) **(E)** or NESTIN (green) and SOX2 (red) **(F)** on day 7 of differentiation. Scale bars, 50 μm. HDACi, HDAC inhibitors; hiPSCs, human induced pluripotent stem cells; SEM, standard error of the mean.

### Knockdown of HDAC3 or SMRT enhances NPC generation

We then attempted to identify which HDAC critically functioned in NPC generation. We knocked down HDAC1, HDAC2 or HDAC3 individually by several short hairpin RNA (shRNA) sequences and used one non-target shRNA sequence as a negative control (shNC). We found that the mRNA and protein levels of the *HDACs* were significantly decreased in the transfected cells (Figure 7A; Additional file 4: Figure S4A-S4D). Interestingly, knockdown of HDAC3 but not HDAC1 or HDAC2 could enhance neurosphere formation as MGCD treatment (Figure 7B). Although HDAC1 and HDAC2 were also the targets of MGCD, there was apparently more cell debris and fewer neurospheres derived from H9-shHDAC1 cells or even worse in H9-shHDAC2 cells. We observed that the transcript levels of PAX6 and SOX2 were down-regulated whereas the GATA6 level was up-regulated after HDAC1 was suppressed, which is just the opposite of the results of MGCD treatment (see Additional file 4: Figure S4E). These results suggest that HDAC3 but not HDAC1 or HDAC2 is the critical regulator that negatively regulates NPC generation.

**Figure 7:**
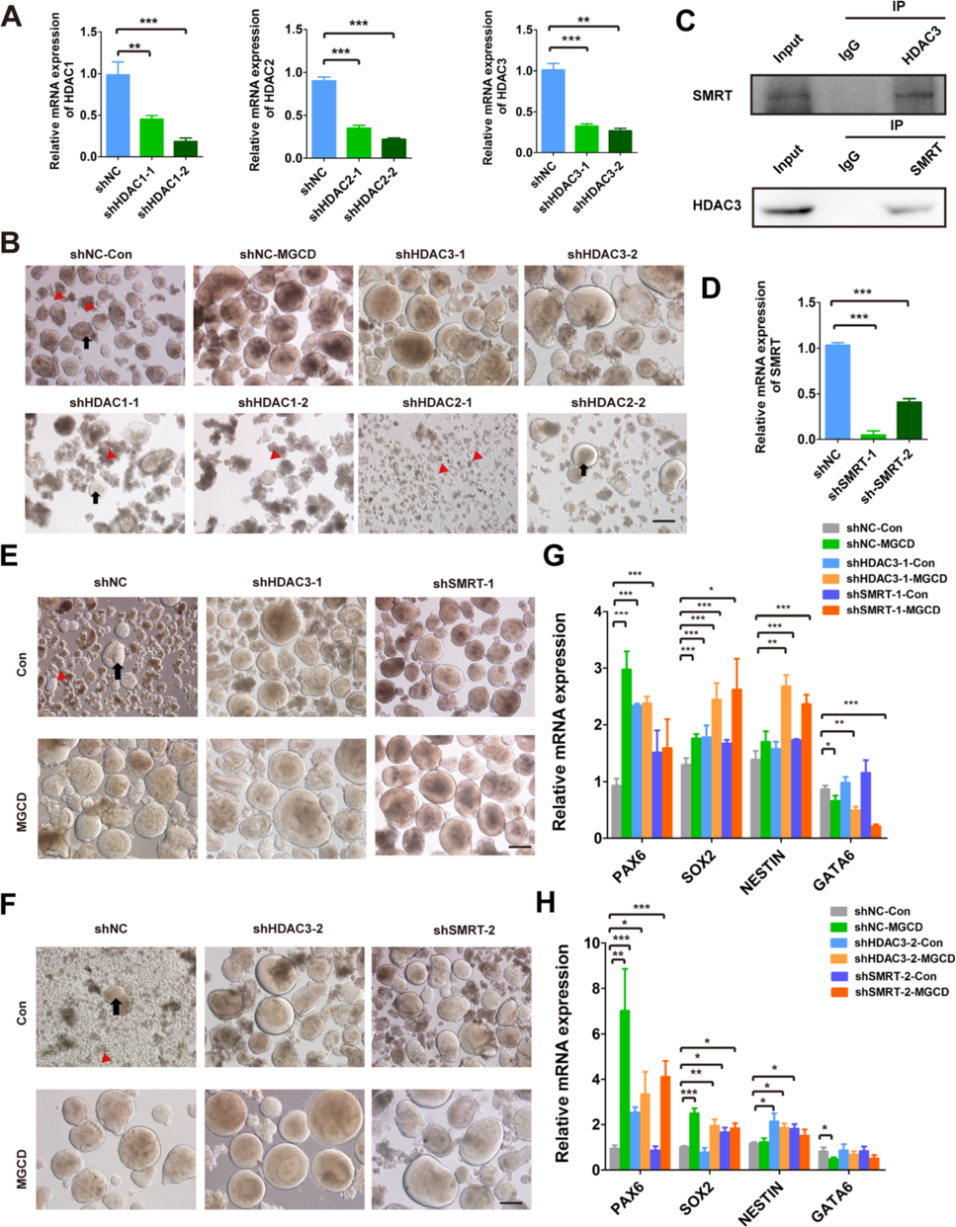
**Knockdown of HDAC3 or SMRT enhances NPC generation. (A)** Knockdown efficiency of shHDAC1 or shHDAC2, shHDAC3 was assessed by real-time PCR. The error bars indicate SEM. **P <0.01; ***P <0.001. **(B)** Neurosphere formation of H9-shHDAC1 and H9-shHDAC2 cells as well as H9-shHDAC3 cells were analyzed on day 18. Scale bar, 200 μm. Black arrows represent typical neurospheres, and red arrowheads represent cell debris. **(C)** Co-IP of endogenous HDAC3 and SMRT from H9 cell lysate was performed with HDAC3 or SMRT antibodies. **(D)** Knockdown efficiency of SMRT was assessed by real-time PCR. **(E, F)** On day 18 of differentiation, neurospheres were formed in shNC, shHDAC3 and shSMRT H9 cells with or without MGCD treatment for seven days. Black arrows represent typical neurospheres, and red arrowheads represent cell debris. **(G, H)** On day 7 of differentiation, real-time PCR was performed to determine the mRNA levels of neuroectodermal genes (PAX6, SOX2 and NESTIN) and endoderm gene (GATA6) in shHDAC3 and shSMRT H9 cells with or without MGCD treatment for seven days. Scale bars, 200 μm. The error bars indicate SEM, *P <0.05; **P <0.01; ***P <0.001; n >/=3. Co-IP, co-immunoprecipitation; HDAC, histone deacetylase; NPC, neural progenitor cell; SEM, standard error of the mean.

It has been demonstrated that HDACs execute their functions by forming multiprotein complexes with their cofactors. Generally, HDAC1 and HDAC2 are recruited to the corepressors REST/CoREST while HDAC3 is recruited to NCoR/SMRT. The complexes then bind to sequence-specific DNA, which can condense the chromatin structures and repress gene expression [27]. We demonstrated that HDAC3 interacted with SMRT in H9 by co-immunoprecipitation (Co-IP) assay (Figure 7C). We speculated that HDAC3 might form this complex with SMRT in the NPC commitment. To confirm this assumption, we knocked down SMRT in H9 cells. The expression of SMRT was down-regulated in undifferentiated H9 and it remained lower in H9-shSMRT cells after seven days of differentiation, as was the expression of HDAC3 in H9-shHDAC3 cells (Figure 7D; Additional file 4: Figure S4F). Excitingly, the number and size of neurospheres generated from H9-shSMRT cell lines were comparable to those from H9-shHDAC3 cell lines (The upper panels of Figure 7E and F). Also, the expression levels of *PAX6*, *SOX2* and *NESTIN* were significantly higher in H9-shHDAC3 (H9-shHDAC3-Con) and H9-shSMRT (H9-shSMRT-Con) cells than in H9-shNC (H9-shNC-Con) cells at the end of the first stage, which is consistent with the results of MGCD treatment (H9-shNC-MGCD) (Figure 7G and H; Additional file 4: Figure S4G). Moreover, upon MGCD treatment, H9-shHDAC3 cells and H9-shSMRT cells showed a further increase in neurosphere formation during differentiation (the lower panels of Figure 7E and F) and an up-regulation in transcripts of *PAX6*, *SOX2* and *NESTIN,* but a down-regulation in transcript of *GATA6* (Figure 7G and H), implying that the inhibitor treatment and knockdown of the repressors might have a synergistic effect on NPC generation.

We then asked whether knockdown of *HDAC3* or *SMRT* may alter the identity of H9. We found that the profiles of SOX2 and OCT4 immunostaining in H9-shHDAC3 or H9-shSMRT cells were similar to those in H9-shNC (Additional file 4: Figure S4H). These results suggest that suppression of HDAC3 or SMRT can enhance neuroectodermal specification without compromising the identity of hPSCs.

Overall, our study reveals that NPC specification from hPSCs can be repressed by the complex of HDAC3 and its co-repressor SMRT. During the process of neural differentiation, the repression of neuroectodermal genes is attenuated, which is accompanied by an increase in acetylation of target genes (Figure 8). Furthermore, HDACi treatment or knockdown of the repressors may further reduce this repression and then promote the hPSC differentiation into NPCs (Figure 8).

**Figure 8:**
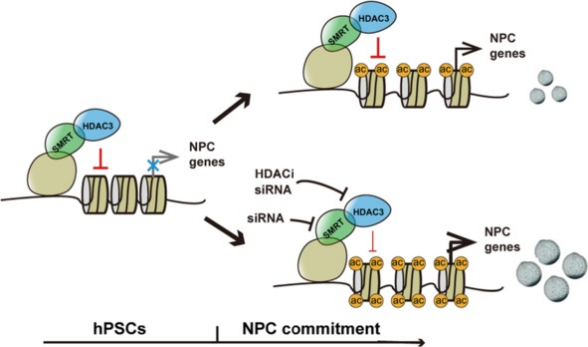
**Proposed model of enhanced NPC generation by inhibiting the HDAC3/SMRT co-repressor complex.** NPC, neural progenitor cell.

## Discussion

HDACs demonstrate very pleiotropic ability in stem cell differentiation, including acting on NSC, hematopoietic stem cell and cardiac stem cell differentiation [28-30]. Previous investigations reported that inhibiting HDACs by HDACi could promote NSCs and NPCs to differentiate into neuronal or glial cells [17,22,31,32]. However, the commitment of NPCs from hPSCs and further differentiation of NPCs into neuronal or glial cells are two successive but different processes regulated by different mechanisms [33-35].

Here we report that HDACs participate in the earlier process of neural differentiation. It has been reported that PAX6 and SOX2 control NPC identity [36-38], and PAX6 is an important transcriptional determinant of human neuroectodermal cell fate; knockdown of PAX6 blocks neuroectodermal specification from hPSCs [39]. Thus, the up-regulation of PAX6 and SOX2 might account for the conversion of more cells with a neuroectodermal fate. In addition, the down-regulated transcripts of mesodermal and endodermal markers in HDACi-treatment cells during the RA induction stage represent a reduction of specification of mesoderm and endoderm cells, which may lead to increased conversion of hPSCs towards ectoderm cells. Together, the change of cell population at the beginning of neurosphere formation might be one of the reasons that lead to increased NPC generation. However, there also exists another possibility that all PSCs are directed to differentiate to NPC under the induction of RA. However, neural differentiation is a dynamic process, and not all cells can differentiate in a synchronous manner even under the same neural differentiation condition [40,41]. Thus, only parts of PSCs can finally commit to NPCs, while many cells die at the beginning of neurosphere formation. Upon HDAC suppression, the expression levels of NPC markers in all cells are increased, and, therefore, cells are more prone to commit to NPCs under that differentiation condition.

We observe that knockdown of HDAC3 in H9 cells shows similar results with those of HDACi treatment, whereas suppression of HDAC1 or HDAC2 fails to enhance the NPC specification. Indeed, there are apparently more dead cells and fewer neurospheres derived from H9-shHDAC1 and H9-shHDAC2 than from H9-shNC during differentiation, suggesting that HDAC1 or HDAC2 is more likely to function in cell survival or other key cellular events. It has been reported that HDAC1 deletion causes embryonic lethality before embryonic day (E)10.5 in mice [42] and half of HDAC2-null mice succumb by postnatal day 25 [43]. Moreover, conditional deletion of both HDAC1 and HDAC2 in NSCs in mice results in severe brain abnormalities and lethality at postnatal day 7 [44]. Previous studies also showed that deleted HDAC3 could lead to deficiency in neural crest development in mice [45], and activation of HDAC3 could enhance endothelial cell differentiation from ESCs [46]. It seems that HDACs have essential, but redundant, functions during neural system development. Robustly genetic loss of HDACs may block the process of neural differentiation in mouse brain and lead to developmental defects, whereas inhibition of HDACs to some extent could enhance the NPC commitment.

It is known that neuronal genes can be repressed by the complexes of HDACs and their co-repressors in mouse ESCs, NPCs and differentiated non-neuronal cells [47-49]. Here we report that individually knocking down any factor of the HDAC3/SMRT complex can elevate the expressions of neuroectodermal genes, indicating that HDAC3 might negatively regulate the NPC commitment through the repressor complex with SMRT. SMRT has been shown to inhibit the Notch signaling pathway by repressing the transcription of *HES1* [50,51]. 

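Most genes of the Notch pathway were not called with MGCD on day 7, and the called ones were more often higher than lower. Of 31 bright Notch genes, 5 were higher and 2 lower in D7M than in D7C (median log2 ratio 0.12, percentile 93.6). LFNG and MFNG, which glycosylate Notch receptors, had ratios of at least 2.66 and at least 1.08, the ligand JAG1 had 1.38 and DTX4, a ubiquitin ligase of the pathway, had 1.43. The target HES5 was also higher, from a signal under the floor in D7C. The ligand DLL1 and the coactivator MAML2 were lower, though DLL1 (-0.93) was not called by the median of its probe sets. HES1, another target, had -0.60 and was not called. In D3M, MAML2 was higher and DLL1 lower, and the other 28 of 30 bright genes were not called (median -0.01, percentile 47.3). The day 3 median was 0.02 with quantile normalization, and among genes at or above the 75th percentile the day 7 median was -0.06. With a floor at the 60th percentile, HES5 (0.62) was not called, and 3 genes of the list were higher on day 7. The authors' Notch pathway term on day 7 holds 10 genes, of which 5 were higher and 3 lower (the authors' p = 1.50e-05).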

The whole-genome expression analysis in our study reveals that the Notch signaling pathway is influenced by MGCD treatment. It is likely that the HDAC3/SMRT complex regulates NPC generation by modifying Notch signaling pathway. Future studies are needed to further determine the downstream target genes of HDAC3/SMRT and how this complex regulates NPC specification.

Furthermore, our findings may also facilitate the establishment of an optimized strategy of neural differentiation from hPSCs for future studies. We are able to enhance the generation of NPCs from hPSCs by 10- to 15-fold through the application of HDACi. Although knockdown of HDAC3 or SMRT can promote NPC generation, pharmacological inhibition of HDACs is more practical for future clinical application. Importantly, HDACi treatment other than knockdown of HDACs can keep genetic fidelity of the cells during differentiation. The similar outcomes from the hiPSC line, N-iPSC-1, show that the initial epigenetic landscapes between H9 and N-iPSC-1, at least the deacetylation landscapes for neural differentiation, are very similar. It is believed that NPCs from patient-specific iPSCs are better suited for the transplantation treatment of multiple neurodegenerative diseases. Our unpublished data show that the NPC generation of Alzheimer’s disease (AD) patient-specific iPSCs can also be enhanced by HDACi treatment. This might imply a broader application of our findings in iPSCs derived from patients with specific neurodegenerative diseases. Therefore, our study may provide useful information for further investigation of the molecular mechanisms underlying the induction of specific NPCs from hPSCs and may facilitate their application in NPC-transplantation therapies.

## Conclusions

In summary, our findings demonstrate that HDACs, in particular HDAC3, negatively regulate the differentiation of NPCs from hPSCs. HDAC3 might orchestrate SMRT to form a repressor complex, inhibition of which promotes NPC specification. Taken together, our data provide a novel regulatory epigenetic mechanism in governing the differentiation of hPSCs towards NPCs.

## Methods

### Cell culture of hPSCs

Human ESCs H9 were purchased from WiCell (Madison, WI, US) and human iPSCs (named N-iPSC-1) [26] were provided by Dr. Ying Jin from the Institute of Health Sciences, Shanghai Institutes for Biological Sciences. Both cell lines were cultured in the mTeSR1 medium (STEMCELL Technologies, Vancouver, BC, Canada) on matrigel (BD, Franklin Lakes, NJ, USA) coated dishes. H9 and N-iPSC-1 lines with passage number P35 to P55 were used in this study*.*

### NPC generation and differentiation

Neural differentiation was induced by RA treatment. First, a total 1 × 10^6^ undifferentiated hPSCs split into small clones by dispase (1 mg/ml, Millipore, Billerica, MA, USA) were cultured in mTeSR1 medium with 10 μM all-*trans*-retinoic acid (Sigma, St.Louis, MO, USA) on a matrigel-coated 6-cm dish. The cell numbers of the small clones varied from about 340 to 870 cells (520 cells average) as we show in Additional file 1: Figure S1A and Additional file 4: Figure S4H. After seven days of RA treatment, the cells were digested by dispase and gently pipetted into small clumps, the sizes of which were comparable to the ESC clones when we initiated neural differentiation. The cell clumps were aggregated in knock-out serum replacement (KSR) medium for four days, followed by culture in neurosphere medium for seven more days to form neurospheres. After that, neurospheres were digested into single cells by accutase (STEMCELL Technologies), which can either be maintained as NPCs in NPC medium or further be induced to neurons or glia.

In some cases, HDACi was added to the mTeSR1 with RA for a different number of days at the first stage. NaB and VPA were purchased from Sigma; MGCD, TubA and PCI were from Selleck Chemicals (Houston, TX, USA).

NPCs were spontaneously differentiated into neurons or glia in NPC medium without bFGF. MAP2^+^ neurons and GFAP^+^ glia could be detected after differentiated for more than 35 days.

For neuronal differentiation with high efficiency, NPCs were plated on poly-L-ornithine (PLO, 15 μg/ml, Sigma)/Laminin (1 μg/ml, Sigma)-coated dishes at a density of 1 × 10^4^ cells/cm^2^ in the neuronal differentiation medium for neuron generation.

### Medium for differentiation

KSR medium: (D)MEM/F12 medium with 20% KSR, 1% GlutaMax-1, 1% non-essential amino acid (NEAA), 50 μM β-mercaptoethanol (ME) and 1% penicillin/streptomycin (P/S).

Neurosphere medium: (D)MEM/F12 medium containing 1% N2 supplement, 1% GlutaMax-1, 1% NEAA, 50 μM β-ME, 1% P/S, 8 μg/ml heparin, 20 ng/ml bFGF and 20 ng/ml epidermal growth factor (EGF).

NPC medium: (D)MEM/F12 and neurobasal medium (1:1) containing 0.5% N2, 1% B27, 1% GlutaMax-1, 1% NEAA, 50 μM β-ME, 1% P/S and 10 ng/ml bFGF.

Neuronal differentiation medium: neurobasal medium containing 1% N2, 2% B27, 1% GlutaMax-1, 1% NEAA, 50 μM β-ME, 1% P/S, 20 ng/ml never growth factor (NGF), 20 ng/ml brain-derived neurotrophic factor (BDNF) and 20 ng/ml glial-eerived neurotrophic factor (GDNF).

The medium and supplements were from Invitrogen (Carlsbad, NY, USA). All growth factors and cytokines were from R&D (Minneapolis, MN, USA).

### Clones and lentivirus packaging

Lentiviral vectors targeting human *HDAC1*, *HDAC2* and *HDAC3* were purchased from 3D-HTS company (Shanghai, China) and validated in 293 T cells. The pLKO.1 lentiviral vector was employed to knockdown human *SMRT*. Briefly, siRNA oligos targeting *SMRT* were annealed and inserted into the A*ge*I and E*co*RI sites of the pLKO.1 vector. The targeted sequences of SMRT were: 5′-GCT TCA CAA CAC AGG CAT GAA-3′ and 5′-GCA GCG CAT CAA GTT CAT CAA-3′. For packaging, 293FT cells were co-transfected with the lentiviral vector and two helper plasmids pMD.G and psPAX2 by calcium phosphate transfection according to a previously described method [52,53]. The medium was then replaced after overnight. The supernatant was harvested 48 and 72 hours, respectively, after transfection and concentrated by precipitation with PEG-8000 (Sigma). The yielded lentivirus particles were then dissolved in PBS, aliquoted and frozen at −80°C until use. Generally, every 10 ml of supernatant was finally concentrated into 50 μl as one aliquot.

### Stably-transfected cell line screening

H9 cells were digested into single cells by accutase and plated in 6-well-plates at a density of 1 × 10^6^ cells/well in mTeSR1 medium. After adherence, one aliquot of lentivirus particles was applied to the cells for 24 hours. The medium was then changed every day and Y-27632 (STEMCELL Technologies) was added to the medium for the first two days. After 72 hours, 0.5 μg/ml of puromycin (Millipore) was used to select the transfected cells.

### Gene expression

Total RNA was isolated from cultured cells using TRIzol (Invitrogen) and was reverse-transcripted into cDNA using a ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan). Real-time PCR was then performed using a SYBR premix Ex TaqTM II kit (Takara, Shiga, Japan) and carried out on a real-time PCR System (ABI 7500). All primers were verified by melting curve analyses containing a single melt curve peak. Primer information is listed in Additional file 5: Table S1. The relative expression level of each gene was analyzed using the 2^-ΔΔCt^ algorithm normalizing to GAPDH and relative to the control samples.

### Flow cytometry analysis

For flow cytometry analysis of NPCs, cells of the neurospheres derived from H9 were fixed by 4% paraformaldehyde (PFA) for 10 minutes, and then blocked in PBS with 0.5% BSA and 0.1% Triton X-100 for 30 minutes. After that, cells were stained by Alexa fluor-647 mouse anti-NESTIN (1:500, BD), Alexa fluor-488 mouse anti-SOX2 (1:100, BD) or PerCP-Cy™ 5.5 mouse anti-human PAX6 (1:50, BD) for one hour. Finally, NPCs were washed twice with PBS and then suspended in 200 μl of PBS for flow cytometry analysis (BD FACSAria).

The proliferation ability was measured by flow cytometry analysis. Cells from H9 on day 3 of differentiation were incorporated with BrdU (1:100, Sigma) in a cell incubator for 30 minutes and digested into single cells for fixation in 4% PFA for 10 minutes, and then treated with 2 M HCL for 30 minutes at 37°C, followed by Alexa-fluor-647 mouse-anti-BrdU (1:100, Sigma) staining as described above.

The number of apoptotic cells were measured using an Annexin V apoptosis detection kit by flow cytometry according to the manufacturer’s instructions (eBioscience, San Diego, CA, USA).

### Immunoblotting

Total proteins were extracted from cultured cells using radioimmunoprecipitation assay (RIPA) lysis buffer (Beyotime, Jiangsu, China) and 30 μg proteins were then loaded and separated by SDS-PAGE gels, followed by transfer onto polyvinylidene fluoride (PVDF) membranes, and incubation of the membranes with 5% nonfat milk for one hour at room temperature to block nonspecific sites. After that, the membranes were incubated overnight at 4°C with the following primary antibodies: H3 (1:2,000; Cell Signaling, Danvers, MA, USA), acH3K9 (1:1,000; Cell Signaling), PAX6 (1:1,000; Millipore), SOX2 (1:1,000; Cell Signaling), HDAC1 (1:1,000; Cell Signaling), HDAC3 (1:1,000; Cell Signaling), SMRT (1:100, Sigma) and β-actin (1:30,000; Sigma). The membranes were then washed with PBS and incubated with horseradish peroxidase (HRP) conjugated secondary antibodies (1:2,000; Cell Signaling) at room temperature for two hours. The signals were finally detected using a SuperSignal Detection Kit (Pierce, Rockford, IL, USA) according to the manufacturer’s instructions.

### Immunostaining

To perform immunofluorescent staining, cells from hPSCs during differentiation plated on the glass coverslips were fixed in 4% PFA for 15 minutes at room temperature. After washing, the fixed cells were incubated with blocking buffer (PBS containing 3% goat serum and 0.3% Triton X-100) for 30 minutes at room temperature, followed by an overnight incubation at 4°C with the following primary antibodies: OCT4 (1:400, Cell Signaling), PAX6 (1:400; Millipore), SOX2 (1:400; Cell Signaling), NESTIN (1:800; Millipore), MAP2 (1:1 000; Sigma), NeuN (1:500; Millipore) and Ac-H3K9 (1:400; Cell Signaling). After repeated washes, the cells were incubated with secondary antibodies conjugated with Alexa fluor-488/555 (1:400; Invitrogen) at room temperature for two hours. The nuclei were finally stained with Hoechst 33342 (Beyotime) before observation under microscopy (Olympus). For quantitative analysis, the percentage of NPCs or neurons was calculated by the number of NESTIN^+^ or NeuN^+^ cells versus the number of Hoechst^+^ cells. For each treated group, more than three random images were taken and the number of cells were counted, and the results were determined from more than four independent experiments.

### Chromatin immunoprecipitation assay

A ChIP assay was carried out using a Pierce Agarose ChIP Kit according to the manufacturer’s instructions (Thermo Scientific, Rockford, IL, USA). Briefly, 2 × 10^6^ cells were cross-linked in 1% (w/v) formaldehyde for 10 minutes at room temperature and inactivated by the addition of glycine. Cells were then washed and harvested into tubes by scraping before centrifugation. After that, cell pellets were lysed and the nuclei were digested with Micrococcal Nuclease. The sheared chromatin extracts were immunoprecipitated with anti-acH3K9 (1:50; Cell Signaling) antibody at 4°C overnight, followed by incubation with A/G plus agarose resin. The binding DNA was then recovered after incubation at 65°C and purified as templates for semi-quantitative PCR. The primers specific to the *PAX6* promoter are listed in Additional file 5: Table S1.

### Co-immunoprecipitation assay

For validation of the interaction between HDAC3 and SMRT, H9 cells were digested by IP lysis buffer (Beyotime) with 1% PMSF and the cell extracts were pre-cleared by incubating with 20 μl protein A/G agarose (Santa Cruz, Dallas, TX, USA) at 4°C for 30 minutes and the supernatant was transferred to new 1.5 ml tubes. Then the pre-cleared cell extracts were incubated with 1 μg HDAC3 antibody (Cell Signaling), 2 μg SMRT antibody (Santa Cruz) or 1 μg rabbit IgG (Cell signaling), respectively, at 4°C for two hours. Immunocomplexes were then crosslinked with 30 μl protein A/G agarose at 4°C overnight. The tubes were spun and the bound proteins (immunoprecipitates) were washed five times with IP lysis buffer containing 1% PMSF at 4°C, and eluted from beads by incubation with 1 × SDS protein loading buffer. Input and IP protein samples were analyzed by immunoblotting.

### Microarray analysis

A total of five mRNA samples were prepared for whole-genome microarray (Affymetrix U133 plus 2.0 gene chips) analysis at the Shanghai Biotechnology Corporation. Among these samples, one was undifferentiated H9 cells (D0), two were the control H9 cells on day 3 and day 7 of neural differentiation (D3C and D7C), and another two were MGCD-treated H9 cells at the two time points of neural differentiation (D3M and D7M). Global differentially expressed genes between control cells and MGCD-treated cells from each day of differentiation were analyzed by GO analysis and pathway enrichment analysis as previously described [54]. We have deposited our raw microarray data and the results of differentially expressed genes, GO analysis as well as pathway enrichment analysis in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information [55] with GEO accession number GSE61050.

### Statistical analysis

All values are presented as the mean ± SEM values from more than three independent experiments. Statistical significance was determined using student’s *t*-test by GraphPad Prism. The results were considered significant when the *P*-value was less than 0.05.

## Additional files

Additional file 1: Figure S1 HDACs participate in the process of neural differentiation. **(A)** Immunostaining of undifferentiated H9 cells with antibody against OCT4 (green), SOX2 (red), NESTIN (red) and PAX6 (red). Scale bar, 50 μm. **(B)** The mRNA expressions of class I and class II HDACs during neural differentiation were determined by real-time PCR. The error bars indicate SEM. Additional file 2: Figure S2 Concentrations of NaB and VPA and time-dependent manner of MGCD. **(A)** The morphology of H9 cells was observed after treatment with various concentrations of NaB or VPA. **(B)** Neurospheres were formed from H9 cells that were induced for neural differentiation with the addition of MGCD for two, three, four and five days, respectively. Scale bar, 200 μm. Additional file 3: Figure S3 Flow cytometry analysis of the cells on day 7 of differentiation. **(A, B)** PAX6 and SOX2 dual positive cells were analyzed and quantified by FC. The error bars indicate SEM, ****P* <0.001; n = 3. **(C, D)** NESTIN and SOX2 dual positive cells were analyzed and quantified by flow cytometry. The error bars indicate SEM, ****P* <0.001; n = 4. Additional file 4: Figure S4 Neurosphere formation and stemness after HDAC or SMRT suppression. **(A-D)** Knockdown efficiency of HDAC1 or HDAC3 was determined by western blot. The density of the bands was analyzed using Image J software and expressed as fold of control. **(E)** The transcripts of PAX6, SOX2, NESTIN and GATA6 in H9-shHDAC1 cells on day 7 of differentiation. **(F)** Expression of HDAC3 or SMRT in H9-shHDAC3 or H9-shSMRT on day 7 of differentiation. **(G)** Protein levels of PAX6 and SOX2 were assessed by western blot in shHDAC3 cells with or without MGCD treatment on day 7 of differentiation. **(H)** Stemness of undifferentiated H9-shHDAC3 or H9-shSMRT cells was detected by immunostaining with anti-OCT4 (green) and anti-SOX2 (red) antibodies. Scale bar, 50 μm. The error bars indicate SEM. **P* <0.05; ***P* <0.01; ****P* <0.001; n>/=3. Additional file 5: Table S1 A list of primers used for real-time PCR and ChIP analysis.

## References

[1] Thomson JA (1998). Embryonic stem cell lines derived from human blastocysts. Science.

[2] Takahashi K, Tanabe K, Ohnuki M, Narita M, Ichisaka T, Tomoda K, Yamanaka S (2007). Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell.

[3] Yu JY, Vodyanik MA, Smuga-Otto K, Antosiewicz-Bourget J, Frane JL, Tian S, Nie J, Jonsdottir GA, Ruotti V, Stewart R, Slukvin II, Thomson JA (2007). Induced pluripotent stem cell lines derived from human somatic cells. Science.

[4] Roy NS, Cleren C, Singh SK, Yang L, Beal MF, Goldman SA (2006). Functional engraftment of human ES cell-derived dopaminergic neurons enriched by coculture with telomerase-immortalized midbrain astrocytes. Nat Med.

[5] Dhara SK, Stice SL (2008). Neural differentiation of human embryonic stem cells. J Cell Biochem.

[6] Yu DX, Marchetto MC, Gage FH (2013). Therapeutic translation of iPSCs for treating neurological disease. Cell Stem Cell.

[7] Maden M (2007). Retinoic acid in the development, regeneration and maintenance of the nervous system. Nat Rev Neurosci.

[8] Erceg S, Lainez S, Ronaghi M, Stojkovic P, Perez-Arago MA, Moreno-Manzano V, Moreno-Palanques R, Planells-Cases R, Stojkovic M: **Differentiation of human embryonic stem cells to regional specific neural precursors in chemically defined medium conditions.***PLoS One* 2008, **3:**e2122.10.1371/journal.pone.0002122PMC234655518461168

[9] Okada Y, Shimazaki T, Sobue G, Okano H (2004). Retinoic-acid-concentration-dependent acquisition of neural cell identity during in vitro differentiation of mouse embryonic stem cells. Dev Biol.

[10] Patthey C, Edlund T, Gunhaga L (2009). Wnt-regulated temporal control of BMP exposure directs the choice between neural plate border and epidermal fate. Development.

[11] Monsoro-Burq AH, Fletcher RB, Harland RM (2003). Neural crest induction by paraxial mesoderm in Xenopus embryos requires FGF signals. Development.

[12] Garcia-Castro MI, Marcelle C, Bronner-Fraser M (2002). Ectodermal Wnt function as a neural crest inducer. Science.

[13] Chambers SM, Fasano CA, Papapetrou EP, Tomishima M, Sadelain M, Studer L (2009). Highly efficient neural conversion of human ES and iPS cells by dual inhibition of SMAD signaling. Nat Biotechnol.

[14] Ying QL, Stavridis M, Griffiths D, Li M, Smith A (2003). Conversion of embryonic stem cells into neuroectodermal precursors in adherent monoculture. Nat Biotechnol.

[15] Sikorska M, Sandhu JK, Deb-Rinker P, Jezierski A, LeBlanc J, Charlebois C, Ribecco-Lutkiewicz M, Bani-Yaghoub M, Walker PR (2008). Epigenetic modifications of SOX2 enhancers, SRR1 and SRR2, correlate with in vitro neural differentiation. J Neurosci Res.

[16] Hermanson O, Jepsen K, Rosenfeld MG (2002). N-CoR controls differentiation of neural stem cells into astrocytes. Nature.

[17] Hsieh J, Nakashima K, Kuwabara T, Mejia E, Gage FH (2004). Histone deacetylase inhibition-mediated neuronal differentiation of multipotent adult neural progenitor cells. Proc Natl Acad Sci U S A.

[18] Humphrey GW, Wang YH, Hirai T, Padmanabhan R, Panchision DM, Newell LF, McKay RD, Howard BH (2008). Complementary roles for histone deacetylases 1, 2, and 3 in differentiation of pluripotent stem cells. Differentiation.

[19] Rossler R, Boddeke E, Copray S (2010). Differentiation of non-mesencephalic neural stem cells towards dopaminergic neurons. Neuroscience.

[20] Tapias A, Zhou ZW, Shi Y, Chong Z, Wang P, Groth M, Platzer M, Huttner W, Herceg Z, Yang YG, Wang ZQ (2014). Trrap-dependent histone acetylation specifically regulates cell-cycle gene transcription to control neural progenitor fate decisions. Cell Stem Cell.

[21] Lane MA, Bailey SJ (2005). Role of retinoid signalling in the adult brain. Prog Neurobiol.

[22] Yu IT, Park JY, Kim SH, Lee JS, Kim YS, Son H (2009). Valproic acid promotes neuronal differentiation by induction of proneural factors in association with H4 acetylation. Neuropharmacology.

[23] Lyssiotis CA, Walker J, Wu C, Kondo T, Schultz PG, Wu X (2007). Inhibition of histone deacetylase activity induces developmental plasticity in oligodendrocyte precursor cells. Proc Natl Acad Sci U S A.

[24] Balasubramanian S, Ramos J, Luo W, Sirisawad M, Verner E, Buggy JJ (2008). A novel histone deacetylase 8 (HDAC8)-specific inhibitor PCI-34051 induces apoptosis in T-cell lymphomas. Leukemia.

[25] Fournel M, Bonfils C, Hou Y, Yan PT, Trachy-Bourget MC, Kalita A, Liu J, Lu AH, Zhou NZ, Robert MF, Gillespie J, Wang JJ, Ste-Croix H, Rahil J, Lefebvre S, Moradei O, Delorme D, Macleod AR, Besterman JM, Li Z (2008). MGCD0103, a novel isotype-selective histone deacetylase inhibitor, has broad spectrum antitumor activity in vitro and in vivo. Mol Cancer Ther.

[26] Ma Y, Li CL, Gu JJ, Tang F, Li C, Li P, Ping P, Yang S, Li Z, Jin Y (2012). Aberrant gene expression profiles in pluripotent stem cells induced from fibroblasts of a Klinefelter syndrome patient. J Biol Chem.

[27] Yang XJ, Seto E (2008). The Rpd3/Hda1 family of lysine deacetylases: from bacteria and yeast to mice and men. Nat Rev Mol Cell Biol.

[28] Zhang CL, McKinsey TA, Chang SR, Antos CL, Hill JA, Olson EN (2002). Class II histone deacetylases act as signal-responsive repressors of cardiac hypertrophy. Cell.

[29] Chang SR, McKinsey TA, Zhang CL, Richardson JA, Hill JA, Olson EN (2004). Histone deacetylases 5 and 9 govern responsiveness of the heart to a subset of stress signals and play redundant roles in heart development. Mol Cell Biol.

[30] Kretsovali A, Hadjimichael C, Charmpilas N: **Histone deacetylase inhibitors in cell pluripotency, differentiation, and reprogramming.***Stem Cells Int* 2012, **2012:**184154.10.1155/2012/184154PMC332816222550500

[31] Siebzehnrubl FA, Buslei R, Eyupoglu IY, Seufert S, Hahnen E, Blumcke I (2007). Histone deacetylase inhibitors increase neuronal differentiation in adult forebrain precursor cells. Exp Brain Res.

[32] Balasubramaniyan V, Boddeke E, Bakels R, Kust B, Kooistra S, Veneman A, Copray S (2006). Effects of histone deacetylation inhibition on neuronal differentiation of embryonic mouse neural stem cells. Neuroscience.

[33] Murry CE, Keller G (2008). Differentiation of embryonic stem cells to clinically relevant populations: lessons from embryonic development. Cell.

[34] Liem KF, Tremml G, Roelink H, Jessell TM (1995). Dorsal differentiation of neural plate cells induced by Bmp-mediated signals from epidermal ectoderm. Cell.

[35] Tanigaki K, Nogaki F, Takahashi J, Tashiro K, Kurooka H, Honjo T (2001). Notch1 and Notch3 instructively restrict bFGF-responsive multipotent neural progenitor cells to an astroglial fate. Neuron.

[36] Ericson J, Rashbass P, Schedl A, BrennerMorton S, Kawakami A, vanHeyningen V, Jessell TM, Briscoe J (1997). Pax6 controls progenitor cell identity and neuronal fate in response to graded shh signaling. Cell.

[37] Pevny L, Placzek M (2005). SOX genes and neural progenitor identity. Curr Opin Neurobiol.

[38] Hutton SR, Pevny LH (2011). SOX2 expression levels distinguish between neural progenitor populations of the developing dorsal telencephalon. Dev Biol.

[39] Zhang XQ, Huang CT, Chen J, Pankratz MT, Xi JJ, Li J, Yang Y, LaVaute TM, Li XJ, Ayala M, Bondarenko GI, Du ZW, Jin Y, Golos TG, Zhang SC (2010). Pax6 is a human neuroectoderm cell fate determinant. Cell Stem Cell.

[40] Wu JQ, Habegger L, Noisa P, Szekely A, Qiu C, Hutchison S, Raha D, Egholm M, Lin H, Weissman S, Cui W, Gerstein M, Snyder M (2010). Dynamic transcriptomes during neural differentiation of human embryonic stem cells revealed by short, long, and paired-end sequencing. Proc Natl Acad Sci U S A.

[41] Wu H, Xu J, Pang ZP, Ge W, Kim KJ, Blanchi B, Chen C, Sudhof TC, Sun YE (2007). Integrative genomic and functional analyses reveal neuronal subtype differentiation bias in human embryonic stem cell lines. Proc Natl Acad Sci U S A.

[42] Lagger G, O’Carroll D, Rembold M, Khier H, Tischler J, Weitzer G, Schuettengruber B, Hauser C, Brunmeir R, Jenuwein T, Seiser C (2002). Essential function of histone deacetylase 1 in proliferation control and CDK inhibitor repression. EMBO J.

[43] Trivedi CM, Luo Y, Yin Z, Zhang MZ, Zhu WT, Wang T, Floss T, Goettlicher M, Noppinger PR, Wurst W, Ferrari VA, Abrams CS, Gruber PJ, Epstein JA (2007). Hdac2 regulates the cardiac hypertrophic response by modulating Gsk3 beta activity. Nat Med.

[44] Montgomery RL, Hsieh J, Barbosa AC, Richardson JA, Olson EN (2009). Histone deacetylases 1 and 2 control the progression of neural precursors to neurons during brain development. Proc Natl Acad Sci U S A.

[45] Singh N, Gupta M, Trivedi CM, Singh MK, Li L, Epstein JA (2013). Murine craniofacial development requires Hdac3-mediated repression of Msx gene expression. Dev Biol.

[46] Zeng LF, Xiao QZ, Margariti A, Zhang ZY, Zampetaki A, Patel S, Capogrossi MC, Hu YH, Xu QB (2006). HDAC3 is crucial in shear- and VEGF-induced stem cell differentiation toward endothelial cells. J Cell Biol.

[47] Roopra A, Sharling L, Wood IC, Briggs T, Bachfischer U, Paquette AJ, Buckley NJ (2000). Transcriptional repression by neuron-restrictive silencer factor is mediated via the SIN3-histone deacetylase complex. Mol Cell Biol.

[48] Ballas N, Battaglioli E, Atouf F, Andres ME, Chenoweth J, Anderson ME, Burger C, Moniwa M, Davie JR, Bowers WJ, Federoff HJ, Rose DW, Rosenfeld MG, Brehm P, Mandel G (2001). Regulation of neuronal traits by a novel transcriptional complex. Neuron.

[49] Huang HJ, Reed CP, Zhang JS, Shridhar V, Wang L, Smith DI (1999). Carboxypeptidase A3 (CPA3): a novel gene highly induced by histone deacetylase inhibitors during differentiation of prostate epithelial cancer cells. Cancer Res.

[50] Kao HY, Ordentlich P, Koyano-Nakagawa N, Tang Z, Downes M, Kintner CR, Evans RM, Kadesch T (1998). A histone deacetylase corepressor complex regulates the Notch signal transduction pathway. Genes Dev.

[51] Jepsen K, Solum D, Zhou TY, McEvilly RJ, Kim HJ, Glass CK, Hermanson O, Rosenfeld MG (2007). SMRT-mediated repression of an H3K27 demethylase in progression from neural stem cell to neuron. Nature.

[52] Tang Y, Li T, Li J, Yang J, Liu H, Zhang XJ, Le W (2014). Jmjd3 is essential for the epigenetic modulation of microglia phenotypes in the immune pathogenesis of Parkinson’s disease. Cell Death Differ.

[53] Yang D, Li T, Wang Y, Tang Y, Cui H, Tang Y, Zhang X, Chen D, Shen N, Le W (2012). miR-132 regulates the differentiation of dopamine neurons by directly targeting Nurr1 expression. J Cell Sci.

[54] Alev C, Wu YP, Kasukawa T, Jakt LM, Ueda HR, Sheng GJ (2010). Transcriptomic landscape of the primitive streak. Development.

[55] Le W, Yang J, Tang Y: **Expression data of neural progenitor cells differentiation from human embryonic stem cells.***Gene Expression Omnibus* 2014, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61050.

# Supplementary material for: Suppression of histone deacetylation promotes the differentiation of human pluripotent stem cells towards neural progenitor cells
**Source:** BMC Biol. 2014 Nov 19;12:95. doi: 10.1186/s12915-014-0095-z
**Supplement:** Additional file 5: Table S1 — A list of primers used for real-time PCR and ChIP analysis.

**Additional file 5: Table S1. A list of primers used for real-time PCR and ChIP analysis.**

How the deposited data were processed for this re-analysis (not part of the article)

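RNA of H9 cells was measured on 5 Affymetrix U133 plus 2.0 arrays, 1 for undifferentiated cells (D0), 1 each for control cells on day 3 and day 7 of RA induction (D3C and D7C) and 1 each for MGCD-treated cells on the same days (D3M and D7M). RA was given at 10 μM and MGCD at 0.5 μM. The comparisons were D3M against D3C, D7M against D7C, D3C against D0 and D7C against D0.

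The authors summarized each scanned array per probe set with MAS5 and deposited 1 intensity on a linear scale for each of 54675 probe sets. The version of MAS5 and its scaling target are not named in the paper's text. The authors also deposited a gene list with the log2 of the same signals, in which some values are 0 (115 to 219 probe sets per array) and 1 to 4 probe sets per array differ from the log2 of the intensities by more than 0.01. The same list holds the authors' ratio of 2 arrays for 8 pairs. In 2 cells, the deposited ratio differs from the ratio of the list's own log2 columns, for YAF2 in D3M against D3C (6.82 deposited and 0.973 from the columns) and for RAPGEF4 in D7M against D3M (1.65 and 3.28). The authors deposited enrichment results for functional categories and pathways, with a p-value and a false discovery rate per term, over their day 7 list and over the overlapping list. Their intensities were used for all counts and ratios, and their p-values are printed as theirs.

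Gene symbols came from the authors' gene list. Of the probe sets, 41024 name 1 symbol, 1873 name several and 11778 name none. Each of 20009 genes was represented by the probe set with the highest mean log2 intensity over the 5 arrays among those that name it alone, and 10604 genes had several such probe sets. Symbols of the gene lists were matched through a table of RefSeq gene names and synonyms (GRCh38.p14), from which no coordinate was used. Of 649 list entries, 635 matched. POU5F1, TDGF1, ACTB, RPL13A, RUNX1, HBG1, HOXA9, IGF2, SPARC, GDF6, WNT3A, CYP26C1 and XAGE2 had no probe set that names them alone and were left out.

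Intensities under the floor of 77.0, the median over the arrays of each array's median, were raised to it. A gene was called when the ratio of 2 arrays was at least 2 in either direction and the brighter array reached its own 60th percentile. Each condition has 1 array, so there is no spread between replicates, no p-value was computed across arrays, and the number of arrays limits the precision. The SD of the log2 ratio between bright probe sets of 1 gene was 0.34 in D3M against D3C and 0.35 in D7M against D7C. Of 238 called genes with several bright probe sets on day 3, 216 had the same sign in all of them, and 366 of 394 on day 7.

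The lists cover the genes that Fig. 5A shows as neuroectoderm, mesoderm and endoderm, the real-time PCR genes of the study for ectoderm, mesoderm, endoderm and stemness, and markers of pluripotency, neuroectoderm, neurons, neural crest, mesoderm, endoderm, trophoblast and amnion, surface ectoderm and epithelium, and endothelium and blood. They also cover RA response, HOX genes, Notch, BMP and TGF-beta, Wnt, FGF and MAPK targets, the PI3K-Akt core, extracellular matrix and integrins, the HDAC family with its cofactors, HDAC inhibitor response, cell cycle, apoptosis and housekeeping genes, 29 lists in all. The neuroectoderm, mesoderm and endoderm marker lists share 5, 4 and 5 genes with those of Fig. 5A. For a list with at least 3 bright genes, the percentile of its median log2 ratio was taken among 10000 random lists of the same size, drawn from bright genes in 20 bins of mean expression. Genes were named by a rule, namely the 10 highest and 10 lowest called genes of each MGCD comparison, every gene that the study names in its text, in Fig. 5A to C and in its primer table, and the 2 to 4 called members of a list with the largest ratios. The rule, the lists, the comparisons and the alternatives were fixed before the data were examined, apart from 1 alternative that is named where it is used. Genes named under the authors' terms, among genes that changed on both days, among the lower neuroectoderm genes of D7C, and HES1 beside the Notch list, were chosen after their values were seen where the rule does not name them. Some genes that the rule names are not reported here.

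Alternatives were no floor, a floor at the 60th percentile, quantile normalization, ratios centered on their median, brightness at the 40th and 75th percentile, ratios of 1.5 and 3, the median of all probe sets of a gene, leaving out probe sets whose names mark binding to several transcripts, the values of the authors' gene list and 10 bins for the random lists. Requiring a Present call was not run, since the values used hold no detection calls, and leaving out a replicate is not possible with 1 array per condition. The rule was tested on simulated arrays over 20009 genes, with an assumed noise of 0.25 (SD of the log2 ratio) at every intensity. The changed genes were drawn from bright genes, and the shares do not estimate false calls in the real arrays. With the intensities of D7C as the base, 99 of 100 genes changed 3-fold and 4 of 100 changed 1.5-fold were called in the right direction, and 0% of the unchanged genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.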

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

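The tests of exchanged arrays, of a weaker response to RA and of lost 5' signal were chosen after the results they concern were seen, as were the results described here. The conditions that the interval of a share and the spread of the RA response genes lie past their bounds, and that no gene called higher exceed the level PAX6 needed, were also set after the values were seen. The intervals count genes, which are not replicates.

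Pluripotency genes, which the paper does not compare between D3M and D3C, had a median log2 ratio of 0.95 in D3M, with 8 of 21 bright genes higher and 0 lower. The median of the neuroectoderm list was -0.42 in D3M and 0.53 in D7M, a difference between days that was not tested, and the day 3 value was 0.12 among genes at or above the 75th percentile. An exchange of the D3M and D3C arrays is argued against by the genes called on both days, of which 88.0% (219 of 249, Wilson 95% interval 83.3 to 91.4) went the same way. A weaker response to RA cannot be told apart from other explanations, since 2 lists went different ways. The RA response list showed no fall in D3M, with a median of 0.10 (SD of the random lists 0.12). Of its 13 bright genes, 9 had a ratio above 0 and 0 were called lower. The SD of its genes, 0.49, is a spread between genes and does not measure how well the median is known. The HOX list, of which 8 of 9 bright genes rose from D0 to D3C, had a median of -0.74 with 3 of 10 lower. A slower departure from the undifferentiated state also stays open as a candidate explanation, since of the genes called both in D3M against D3C and in D7C against D0, which share no array, 80.1% went opposite ways (314 of 392, Wilson 95% interval 75.9 to 83.8), against 52.9% if the directions were independent.

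PAX6, which the paper states is higher with MGCD on day 7 by real-time PCR and as protein, was not called in D7M, at log2 ratios of 0.53 and 0.87 by its probe sets. A signal too bright to rise cannot be told apart from a smaller change of PAX6, since different probe sets need not stop rising at the same level. None of the comparisons with other genes settles it, as 0 of the 415 genes at least as bright as PAX6 in D7C were called higher in D7M, while DUSP6 and EDNRB reached 30209.5 and 30129.6, above the 23048 that PAX6 needed for a call. The dimmer of its probe sets gave the larger ratio. No biological explanation was tested.

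HOX genes, which the paper does not discuss, had a median log2 ratio of -0.95 in D7M, with 8 of 19 bright genes lower and 3 higher. HOXB8 (-3.62), HOXA5 (-3.06), HOXA4 (-2.90) and HOXC5 (-2.50) were lower, HOXD1 (2.60), HOXD3 (2.34) and HOXD4 (1.95) were higher, and HOXB1 (0.04) was not called. Lost 5' signal in 1 of the RNA samples is argued against by the ACTB control probe sets, whose log2 ratio of 3' to 5' differed by -0.13 between D7M and D7C. That of GAPDH was 0.52 in D7M and 0.68 in D7C. A slower departure from the undifferentiated state on day 7 cannot be told apart from other explanations over all called genes. The share of genes called in D7M against D7C and in D3C against D0 that went opposite ways was 55.6% (214 of 385, Wilson 95% interval 50.6 to 60.5, 47.9% if independent). This interval crosses the bound of 60 set for it. HOXD1, HOXD3 and HOXD4 had risen from D0 to D7C (3.28, 4.25 and 4.24) and were higher still in D7M. For these 3 genes, that argues against a slower departure, on 1 array each and after the values were seen. The 8 lower HOX genes had also risen from D0 to D7C, so a slower departure stays open for them. HOXB8 was not called by the median of its probe sets, and neither HOXB8 nor HOXD1 was called without the probe sets that can bind several transcripts.

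Of the 249 genes called on both days, 30 went in opposite directions on day 3 and day 7, a difference that was not tested gene by gene. Surface ectoderm and epithelial genes, which the paper does not discuss, had a median log2 ratio of -1.66 in D7M, with 9 of 14 bright genes lower and 0 higher, among them GRHL2 (-2.45) and CLDN7 (-2.34). Trophoblast and amnion genes had a median of -0.99 in D7M, with 7 of 15 lower and 1 higher, including TFAP2C (-1.86) and IGFBP3 (-1.68), and TFAP2C (-0.93) was not called in D7M by the median of its probe sets. FGF and MAPK target genes, which the paper treats only as part of a pathway term, had a median of 0.92 in D7M.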

How the results depend on the processing

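The alternative that applies a ratio of 2 and a log2 signal of at least 7 to all probe sets was chosen after the data were seen, and it counts probe sets, not genes. Of 70 recomputed counts, 44 stayed within 1.5 times the main count and 26 did not, and the causes were not tested beyond the stricter or looser rule itself. For D3M against D3C (853), the count was 566 with the floor at the 60th percentile, 432 with brightness at the 75th percentile, 2513 at 1.5-fold, 197 at 3-fold, 566 by the median of all probe sets and 2066 with the added rule. For D7M against D7C (1284), it was 756 at the 75th percentile, 3059 at 1.5-fold, 448 at 3-fold, 827 by the median of probe sets and 2729 with the added rule. For D3C against D0 (1848), it was 1208 at the 75th percentile, 4147 at 1.5-fold and 662 at 3-fold, and for D7C against D0 (3041), 5771 and 1296 at those ratios. For both days (249, of which 219 in one direction), it was 134 and 121 at the 75th percentile, 957 and 780 at 1.5-fold, 50 and 46 at 3-fold, 152 and 129 by the median of probe sets, and 463 and 406 with the added rule. The number of list medians outside the central 95% of random lists in the MGCD comparisons was 32 and lay between 27 and 32 under 10 alternatives. No scaling moved the median of all bright genes by more than 0.1.

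For the lists, 822 recomputed medians moved by less than the SD of the random lists, 203 by more, and 3 that lay outside the central 95% of the random lists turned. With lists inside that range counted as well, 30 changed sign. At the 75th percentile, neuroectoderm in D3M turned from -0.42 to 0.12, Wnt in D7M from 0.36 to -0.10 and HDAC inhibitor response in D7C against D0 from -0.83 to 0.033. That setting also gave -0.69 for the study's mesoderm genes in D7M, -2.31 for its endoderm genes in D3M, 0.43 for mesoderm in D3M and -2.03 for endoderm in D7M. The 40th percentile gave -1.02 for the study's endoderm genes, -0.14 for neuroectoderm, -0.0017 for mesoderm and -0.025 for endoderm in D3M, and -0.20 for endoderm in D7M. The floor at the 60th percentile gave -0.73 and -1.58 for the study's endoderm genes in D3M and D7M and -0.75 for endoderm in D7M, and no floor gave -1.75 for the first of these. By the median of probe sets, the study's mesoderm genes had -0.63 and -0.87 and its endoderm genes -0.85 and -1.26 in D3M and D7M, and neuroectoderm and mesoderm in D3M had -0.15 and -0.52. Without probe sets that can bind several transcripts, mesoderm in D7M had 0.078. The causes were not tested.

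For named genes, 3470 recomputed ratios moved by less than the SD between probe sets, 447 by more and 4 turned. By the median of probe sets, PDGFRA in D3C against D0 went from 1.03 to -0.37, and in D3M ERBB3 went from -1.15 to 0.18 and KITLG from 1.25 to -0.14. Without probe sets that can bind several transcripts, TAGLN in D3C against D0 went from -2.36 to 0.42. The median of probe sets ended the calls of 24 of 76 named genes in D3M and 24 of 88 in D7M. A probe set under the floor on both arrays adds a ratio of 0 to this median, as for GATA6 and SOX3 in D7M. For the other genes, the cause was not tested. About 50% of each array's probe sets lie under the floor, which limits ratios of dim genes to bounds. No paired analysis was run. Each day has 1 control and 1 MGCD array, so the only pairs are the days themselves. A required Present call was not run.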

Differences from the paper's values

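The paper states no threshold for its counts, so the counts here come from a rule that cannot be compared with the paper's. On day 3, the paper reports 1632 differentially expressed genes, and 853 were called here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, the nearest being 2513 at 1.5-fold. On day 7, the paper reports 2475 genes, and 1284 were called here. Of those alternatives, 1.5-fold (3059) came within 1.5 times of the paper's number, and no floor, the floor at the 60th percentile, quantile normalization, centered ratios, both brightness settings, 3-fold, the median of probe sets, the omission of probe sets that can bind several transcripts and the authors' gene list values did not. For both days, the paper reports 399 genes, and 249 were called here. Without a floor the count was 270, within 1.5 times of the paper's, and the other alternatives were not.

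A rule chosen after the values were seen took a ratio of at least 2 without a floor and a log2 signal of at least 7 on the brighter array. Applied to all probe sets, it gave 2066, 2729 and 463 probe sets, each within 1.5 times of the paper's numbers of genes. A gene with several probe sets can count several times in these numbers, so they are not counts of genes. It was inferred from the genes in the authors' enrichment results and so drops 0 of their 1161 genes for day 7 and 0 of 210 for both days, of which the rule used here calls 794 and 148. Other ways of counting genes under it were tried, and none gave all 3 of the paper's numbers.

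The paper describes the shared genes as changed consistently from day 3 to day 7, which it does not define by direction, and 30 of the 249 genes here changed in opposite directions, while 219 kept theirs. It states that PAX6 was raised by MGCD (Fig. 5A to C, the real-time PCR of which is from day 7 and is not part of these arrays). The paper also reports more PAX6 protein and more cells positive for PAX6 and SOX2, which arrays do not measure. On the arrays, PAX6 was 7.71-fold lower in D3M than in D3C, and in D7M it was above D7C by 0.53 (log2) and not called. Over the bright neuroectoderm genes of Fig. 5A, which the paper states were mostly raised, 8 of 12 had a ratio above 0 on day 7, with 4 called higher and 0 lower, and 8 of 11 on day 3, with 0 called higher and 2 lower. Of the mesoderm genes, which it states were lowered, 4 of 6 on day 3 and 4 of 5 on day 7 had a ratio below 0, of which DLL1 was called on each day. Of the endoderm genes, 5 of 9 were called lower on day 3 and 8 of 10 on day 7, and GATA6, the paper's example, was lower on both days (-2.99 and -1.93). It states that PI3K-Akt, MAPK and Notch signaling were activated. Under the authors' own terms, 11 genes were higher and 4 lower on day 7 for PI3K-Akt, 10 and 2 for MAPK, and 0 and 2 for Notch, while under the Notch term of the day 7 list 5 were higher and 3 lower. Of the stemness markers that the paper reports as falling during differentiation, NANOG fell here (-6.21 in D7C against D0), and PROM1, the other one measured here, had 0.16 and was not called.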

Other observations

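Neural crest genes went both ways with MGCD. Of 13 bright genes in D3M, 3 were higher and 6 lower (median log2 ratio -0.92, percentile 0.01), with DLX5 at -3.51, MSX2 at -2.60 and the endothelin receptor EDNRB at 1.75. In D7M, 6 of 14 were higher and 4 lower (median -0.19, percentile 17.2), with SOX10 at 2.05 or more and TFAP2B at -3.24 or lower. Of 16 bright surface ectoderm and epithelial genes, 5 were lower and 0 higher in D3M (median -0.57), including GRHL3 (-3.14) and CLDN4 (-2.14), and of 14 trophoblast and amnion genes 6 were lower and 1 higher in D3M (median -0.94), including GATA2 (-2.31). Of 4 bright endothelial and blood genes in D3M, 2 were higher and 1 lower, with the VEGF receptors KDR (1.88) and FLT1 (1.50) higher, and of 5 in D7M 1 was higher and 1 lower. RA response genes were mostly uncalled on day 7, with 2 of 15 higher and 2 lower in D7M (median 0.38), where CRABP1 had 1.76 and CYP26B1 had -4.69. Of 10 bright HOX genes in D3M, 1 was higher and 3 lower (median -0.74). In D3M, 2 of 22 BMP and TGF-beta genes were higher and 5 lower (median -0.28), with BMP4 at -2.18 and NOG at -2.72 or lower, and 0 of 18 Wnt genes were higher and 2 lower (median -0.07).

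Genes of the HDAC complexes themselves changed little in transcript level. Of 22 bright HDAC and cofactor genes, 0 were called in D3M (median -0.03, which turned positive with quantile normalization), and of 24 in D7M 0 were higher and CREBBP was lower (-1.02, with a median of -0.22 for the list). Of 31 bright cell cycle genes, 2 were higher and 0 lower in D3M (median 0.37, percentile 100), namely the proliferation marker MKI67 (1.12) and the inhibitor CDKN1A (1.29), and 27 had a ratio above 0. In D7M, 1 of 32 was higher and 0 lower (median 0.28, percentile 99.99). From D0 to D3C, 2 of 32 bright genes of this list rose and 3 fell (median -0.41). A rise with MGCD was not separated from a smaller change from D0. The paper reports unaltered proliferation by BrdU on day 3 and similar cell numbers, which arrays do not measure. Of 23 bright apoptosis genes, 1 was higher in D3M and of 24 1 was higher in D7M, in both cases PMAIP1 (1.51 and 1.34), and 0 were lower. The apoptosis medians were 0.13 and -0.11. MKI67 (0.06) and CREBBP (-0.26) were not called by the median of their probe sets, nor were CRABP1 in D7M (0.88), GATA2 (-0.86) and FLT1 (0.75) in D3M, and MSX2 in D3M was not called without the probe sets that can bind several transcripts.

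Of the genes that the study measured by real-time PCR, 0 of 3 bright ectoderm genes were called in D7M (median -0.11) and PAX6 was called lower in D3M. For mesoderm, 0 of 2 were called in D3M and 0 of 1 in D7M. For endoderm, AFP was higher (at least 1.08, but not called at 0.28 with a floor at the 60th percentile) and GATA6 lower in D3M, and GATA6 was lower in D7M, where AFP had 0.95. For stemness, 1 of 2 was higher in D3M and 0 of 2 were called in D7M. In D7M, 2 of 17 bright pluripotency genes were higher and 1 lower (median 0.07, percentile 70.1), with LEFTY2 at 2.11.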
